# Prior metabolite extraction fully preserves RNAseq quality and enables integrative multi-‘omics analysis of the liver metabolic response to viral infection

**DOI:** 10.1080/15476286.2023.2204586

**Published:** 2023-04-24

**Authors:** Zachary B Madaj, Michael S. Dahabieh, Vijayvardhan Kamalumpundi, Brejnev Muhire, J. Pettinga, Rebecca A. Siwicki, Abigail E. Ellis, Christine Isaguirre, Martha L. Escobar Galvis, Lisa DeCamp, Russell G. Jones, Scott A. Givan, Marie Adams, Ryan D. Sheldon

**Keywords:** Transcriptomics, metabolomics, systems biology, integrated omics, mass spectrometry, RNA

## Abstract

Here, we provide an in-depth analysis of the usefulness of single-sample metabolite/RNA extraction for multi-‘omics readout. Using pulverized frozen livers of mice injected with lymphocytic choriomeningitis virus (LCMV) or vehicle (Veh), we isolated RNA prior (RNA) or following metabolite extraction (MetRNA). RNA sequencing (RNAseq) data were evaluated for differential expression analysis and dispersion, and differential metabolite abundance was determined. Both RNA and MetRNA clustered together by principal component analysis, indicating that inter-individual differences were the largest source of variance. Over 85% of LCMV *versus* Veh differentially expressed genes were shared between extraction methods, with the remaining 15% evenly and randomly divided between groups. Differentially expressed genes unique to the extraction method were attributed to randomness around the 0.05 FDR cut-off and stochastic changes in variance and mean expression. In addition, analysis using the mean absolute difference showed no difference in the dispersion of transcripts between extraction methods. Altogether, our data show that prior metabolite extraction preserves RNAseq data quality, which enables us to confidently perform integrated pathway enrichment analysis on metabolomics and RNAseq data from a single sample. This analysis revealed pyrimidine metabolism as the most LCMV-impacted pathway. Combined analysis of genes and metabolites in the pathway exposed a pattern in the degradation of pyrimidine nucleotides leading to uracil generation. In support of this, uracil was among the most differentially abundant metabolites in serum upon LCMV infection. Our data suggest that hepatic uracil export is a novel phenotypic feature of acute infection and highlight the usefulness of our integrated single-sample multi-‘omics approach.

## Introduction

The metabolome is an incredibly diverse collection of small molecules (<1,500 Da) in biological systems involved in virtually every cellular process, including cellular energy production, macromolecule synthesis, epigenetic modifications, cell signalling and more (for recent reviews see [1–6]). It responds rapidly (in seconds) to both internal (signalling, allostery) and external (nutrient availability, environment) stimuli [7–11] and, as a result, is regarded as the most proximal manifestation of phenotype [12–15]. Indeed, altered metabolism is a hallmark feature of many human diseases, such as cancer [16–18], neurodegenerative disease [19–21] and infection [22–25]. For these reasons, metabolomics has emerged as an essential approach when interrogating metabolic phenotypes and has proven indispensable for understanding physiological and pathological mechanisms (reviewed in [26]).

While metabolomic profiling is useful in identifying metabolites or metabolic pathways involved in a phenotype, it fails to capture metabolic dynamics or directionality and can be difficult to interpret in isolation [27]. Conversely, transcriptomic approaches, such as RNA sequencing (RNAseq), provide a semi-quantitative view of transcript abundance that gives insight into how a cell is responding to an ongoing insult or stimulus through up- and down-regulation of gene expression. However, in the context of metabolism, neither the expression of a gene nor its translation to a protein necessarily equates to the activity of a given metabolic pathway [28], and therefore, RNAseq is ill-suited to solely define metabolic phenotype. To this end, combining the orthogonal readouts of metabolomics and RNAseq can help paint a more complete picture of metabolic phenotype [12].

Both RNAseq and mass-spectrometry-based metabolomics rely on the destruction of the sample from which the target molecules are isolated. The sample must be regenerated or sampled multiple times for additional analyses, introducing sampling errors and limiting feasibility in low-quantity or rare sample types. For metabolomics, the wide range of compound chemistries present in the metabolome poses a particular challenge as no extraction method is suitable for the entire metabolome. A widely used approach to address this problem is the homogenization of the sample with ice-cold 80% methanol, which both quenches metabolism through protein precipitation and extracts polar and semi-polar metabolites involved in central carbon metabolism [29,30]. After extraction, the insoluble fraction contains protein, neutral lipids and nucleic acids. Numerous studies have demonstrated that the isolation of these molecules for further analyses is possible with additional processing steps [31–37]. However, these studies do not compare the quality of these other target compounds downstream of metabolite extraction *versus* a traditionally extracted control. As such, it is unknown whether this additional processing influences the downstream ‘omics readout and ultimately the biological interpretation.

To address this gap, the main objective of this study was to determine the effects of prior metabolite extraction on RNAseq using liver tissue from mice infected with a model of acute lymphocytic choriomeningitis virus (LCMV) infection. The liver is both a master regulator of systemic metabolic homoeostasis and an immunological hub owing to its large population of non-parenchymal cells including phagocytes (Kupffer cells, macrophages, dendritic cells, neutrophils) and lymphocytes (innate lymphoid cells, T cells and B cells; reviewed in [38]). LCMV is commonly used to study adaptive immunity as it induces strong systemic effects in many organs, including spleen, brain, kidney and liver in mice [39]. At the peak of LCMV infection, although the liver bears the second largest viral burden (next to the spleen), it possesses the capacity to clear the infection, while robust viral titres are still observed in brain and kidneys [39]. Thus, the LCMV-infected liver (*versus* non-infected controls) is an excellent model system that features strong metabolic and transcriptional responses, providing rich biological contrast, and that is large enough to be sampled multiple times to allow for direct comparison of extraction methods. Our results demonstrate that prior metabolite extraction does not impact RNAseq quality. We further use integrated single-sample metabolomics and transcriptomics data that support a novel role for pyrimidine metabolism in the hepatic response to LCMV infection.

## Material and methods

### Animal Care/Mice

Twenty male-C57/BL6 mice were selected for the study. All mice were maintained in a climate-controlled environment on a 12 h:12 h light–dark cycle with *ad libitum* access to water and a standard chow diet. At 11 weeks of age, mice were randomly selected to receive an intraperitoneal injection of lymphocytic choriomeningitis virus (LCMV) (Armstrong strain, 2 × 10^5^ PFU by intravenous injection) or PBS vehicle (Veh) [40]. 2.5 days post-infection, mice were anaesthetized with an isoflurane vaporizer. When anaesthetized, the liver was removed and snap-frozen in liquid N_2_ for later processing. All animal protocols were approved by the Van Andel Institute’s Institutional Animal Care and Use Committee.

### Liver processing

Frozen livers were pulverized into a fine powder using a mortar and pestle pre-chilled in liquid N_2_. Being careful to avoid thawing of powdered liver, two roughly 30 mg aliquots of each liver were rapidly weighed into liquid N_2_ chilled tubes. An aliquot was weighed into a liquid N_2_ chilled 1.5 mL Eppendorf tube for later RNA extraction. The other aliquot was weighed in to a 2.0 mL Omni Bead Ruptor (19–627, Omni) tube for metabolite extraction. Precise weights were then recorded, and samples were stored at −80°C until processing.

### Metabolite extraction

Metabolites from the liver and plasma were extracted with 80% methanol (v/v). For liver, frozen tissue was pulverized with a mortar and pestle under liquid N_2_. Aliquots of 30–40 mg were prepared by weighing rapidly to avoid thawing. Samples were homogenized in a bead mill homogenizer with a liquid N_2_ chilled homogenization chamber to prevent sample warming. Extraction solvent volume was adjusted for each sample to achieve a fixed 40 mg tissue/mL extraction solvent ratio. For plasma, 20 µL of plasma was extracted in 980 µL of 80% MeOH (v/v). Both liver and plasma samples were incubated on wet ice for 60 min to ensure complete metabolite extraction and precipitation of protein and nucleic acids. Extracts were then centrifuged at 17,000 × g for 10 min at 4°C. The supernatant was transferred to a fresh 1.5 mL Eppendorf tube, dried in a Speedvac (Genevac) and then stored at −80°C for later LC/MS analysis. The insoluble pellet from liver extracts was dried and stored at −80°C for subsequent RNA extraction.

### Metabolomics

Metabolite profiling analysis was completed using ion-paired reversed phase liquid chromatography using an HPLC (1290 Infinity II, Agilent Technologies, Santa Clara, CA) coupled to a triple quadrupole mass spectrometer (6470, Agilent) with electrospray ionization operated in negative mode. The column was a ZORBAX Rapid Resolution HD (2.1 × 150 mm, 1.8 µm pore size; 759700–902, Agilent). Mobile phase A was 3% methanol (in H_2_O), and mobile phase B was 100% methanol. Both mobile phases contained 10 mM of the ion-pairing agent tributylamine (90780, SigmaAldrich, St Louis, MO, USA), 15 mM acetic acid and 2.5 µM medronic acid (5191–4506, Agilent Technologies, Santa Clara, CA, USA). The LC gradient was as follows: 0–2.5 min 100% A, 2.5–7.5 min ramp to 80% A, 7.5–13 min ramp to 55% A, 13–20 min ramp to 99% B, 20–24 min hold at 99% B. Flow rate was 0.25 mL/min, and the column compartment was heated to 35°C. The column was then backflushed with 100% acetonitrile for 4 min (ramp from 0.25 to 0.8 mL/min in 1.5 min) and re-equilibrated with mobile phase A for 5 min at 0.4 mL/min. Full LC-MS parameters and measured metabolite peak areas are available in **Supplemental File 1**.

Differential abundance of metabolites collected from liver tissue and blood serum was analysed separately using R v 4.1.0 via a workflow, inspired by the R package DEP (https://bioconductor.org/packages/release/bioc/html/DEP.html). To start, metabolites with zero variance were filtered out, and then the remaining metabolites were assessed for missingness. Metabolites with missing data were determined to be not-missing-at-random as these metabolites had lower overall mean abundance compared to metabolites without any missingness. To address this potential source of bias, metabolites with less than 30% missingness were imputed from a left truncated distribution with parameters estimated using quantile regression (https://cran.rstudio.com/web/packages/imputeLCMD/index.html). Metabolite data were then log2 transformed, and a variance stabilizing normalization was applied to prepare data for analysis via LIMMA ebayes; both the Limma linear regression and empirical Bayes were fit using robust methods to prevent individual animals and/or metabolites from exerting excessive influence on estimates (https://bioconductor.org/packages/release/bioc/html/limma.html). Batch was included as covariate in the LIMMA linear models. Hypothesis tests were then multiple-testing adjusted via Benjamini-Hochberg to maintain a 5% false discovery rate (FDR).

### RNA Extraction and Quality Control

RNA was isolated directly from frozen liver tissue (RNA) or from post-metabolite extracted liver tissue (MetRNA). Samples were pulverized using QIAzol Lysis Reagent and a Tissue Lyser II. RNA was then purified from the lysates using RNeasy Plus Universal Mini Kit column-based isolation per manufacturer’s instructions. Isolated RNA was quantified by Promega Quantus and measured for integrity using Agilent Bioanalyzer. We used the calculated RNA Integrity number (RIN), which used the entire electrophoretic trace of RNA sample (including degradation products) to compare the RNA integrity between our samples. Differences in unique mapping rates between LCMV vs Veh and MetRNA vs RNA were tested using beta regression via the R package ‘betareg’ (https://cran.r-project.org/web/packages/betareg/index.html).

### RNA Sequencing

Following quality control, stranded RNA libraries were prepared from 500 ng RNA using the KAPA – mRNA Hyper Prep (08098140702, Roche). RNA libraries were then normalized, pooled and sequenced on Illumina NovaSeq S1 flow cell using paired end, 50 base pair reads to an average depth of 50 M reads per sample. Base calling was performed by Illumina RTA3, and the output of NCS was demultiplexed and converted to FastQ format with Illumina Bcl2fastq v1.9.0.

Adapters and low-quality bases (Phred >30) were trimmed from raw reads using Trim_Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). These trimmed reads were then aligned to the GRCm38 reference genome using the STAR aligner v2.7 (https://pubmed.ncbi.nlm.nih.gov/23104886/). Aligned read counts were imported into edgeR (https://doi.org/10.1093/bioinformatics/btp616) wherein library sizes were normalized using the trimmed mean of *M* values method and pairwise comparisons for differential expression were performed using the quasi-likelihood approach as in (). Raw and processed data are available under the GEO Accession ID GSE226930.

### Power

The current experimental design (*n* = 10/group) enabled an expected 95% power to detect all true fold-changes >1.5 and >99% power for all fold-changes >1.75 at a read depth of 40 M and a conservative true null rate of 99.9%.

### Statistical analysis of RNA dispersion

To determine if isolating RNA and metabolites from the same sample altered variance profiles within the RNAseq gene expression estimates (e.g. does coextraction introduce additional noise into the measurements), we compared the mean absolute difference between samples where only RNA was isolated and samples where RNA was isolated post-metabolite extraction, stratifying them by experimental group (LCMV/Veh) (https://cran.r-project.org/web/packages/Hmisc/index.html). The mean absolute difference was chosen as a measure of dispersion because it is non-parametric and has a natural interpretation. The distributions of the fold-change in dispersion were then assessed for skewness, which could indicate a biased change in dispersion related to the extraction method, particularly if this bias is conserved over both LCMV and vehicle groups. Finally, the mean absolute differences from the two extraction methods were correlated using Pearson’s rho.

### Pathway enrichment analysis & multi-omics

Multi-omic pathway enrichments were performed using MetaboAnalyst’s v5.0-‘joint-pathway analysis’ where we investigated which metabolic pathways were most impacted by LCMV infection (https://www.metaboanalyst.ca/). All differentially expressed genes, along with their fold-changes, were entered as gene symbols, and all differentially abundant metabolites were entered as their compound names. Metabolite fold-changes were not included to avoid the enrichment being dominated by large fold-changes as small metabolic differences can have large impacts. Pathway impact and Benjamini-Hochberg FDR adjusted significance were estimated using hypergeometric tests and MetaboAnalyst’s ‘tight integration’ method [41], which combines queries into one pooled universe. The ‘betweenness centrality’ was emphasized to identify pathways where the flow of information was heavily impacted. The ‘overall weighting’ and ‘pathway-level’ weighting methods were also explored in combination with each centrality measure (degree, betweenness and closeness), resulting in six joint-enrichments. MetaboAnalyst was also used to examine individual impacts of DEGs and DAMs on all pathways and metabolic pathways, respectively (options in MetaboAnalyst: ‘Metabolic pathways (metabolite only)’ and ‘All pathways (gene only)’). The top five impacted pathways are reported. A more common gene set enrichment analysis via the R package clusterProfilier [42] and Reactome pathways were also conducted for comparison.

## Results

### RNA quality

First, we assessed whether there were any overt differences in RNA quality from prior metabolite extraction. Both methods yielded RIN scores >9 and a 260/280 ratio of ~2 (Figure S1A-B). MetRNA had an increased 260/230 ratio (Figure S1D), which could be an indication of removal of contaminants, and improved RNA yield (Figure S1C). Thus, the metabolite extraction carried out prior to RNA purification does not compromise RNA quality and might serve to improve contaminate removal and RNA yield.

### RNAseq analysis

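Frozen liver powder of 20 mice was analysed, 10 infected with lymphocytic choriomeningitis virus (LCMV), a mouse virus that causes an acute infection, and 10 given vehicle (Veh). Separate portions of powder from each liver were used for the 2 libraries of a mouse. One library was made from RNA purified directly (RNA) and the other from RNA purified after metabolites had been extracted (MetRNA), so the 40 libraries formed 4 groups of 10. The authors trimmed the paired-end reads, aligned them to GRCm38 with STAR and deposited raw counts for 50600 gene identifiers, without normalization. The annotation release, the strand setting of the counting and the treatment of reads that map to several places are not given in the sources used here. Counts on genes per library ranged from 26562569 to 36726702 in Veh RNA (median 31132145.5), from 28695109 to 37300973 in LCMV RNA (median 33561129), from 25380081 to 36269488 in Veh MetRNA (median 29725911) and from 29833682 to 39489827 in LCMV MetRNA (median 33107389.5). The 10 most abundant genes of a library held 19.3% ± 1.02 (SD, n = 10) of its counts in Veh RNA and 14.4% ± 0.896 in LCMV RNA, so the scaling of the libraries could change fold changes between treatments. Library sizes were normalized with edgeR's trimmed mean of M values (TMM), as in the paper, and genes were kept with edgeR's filterByExpr over the 4 groups. Each pairwise comparison was fitted with edgeR's quasi-likelihood approach on its own 20 libraries, and genes with a Benjamini-Hochberg FDR under 0.05 were called differentially expressed. For MetRNA against RNA, the fit had no term for the mouse, since the paper's methods name pairwise comparisons and no block. A paired fit with the mouse as a block was the alternative.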

RNAseq was performed on both RNA and MetRNA samples. Unique mapping rates, i.e. the number of sequenced fragments that map to a unique location in the genome, averaged 75% for vehicle and 82% for LCMV-treated samples (Figure S1E). The increased unique mapping rate in LCMV over vehicle was hypothesized to be due to gene activation in response to viral infection, as LCMV had more unique gene features after trimming (Figure S1F). 

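Among the kept genes, 14127.6 ± 186 (SD, n = 10) had a raw count over 10 in a Veh RNA library and 14569.2 ± 194 in an LCMV RNA library. The difference of 441.6 genes was larger than the spread between mice (two-sided permutation test with 100000 resamples, p = 0.000240). In MetRNA libraries the number was 14179 ± 207 in Veh and 14622.8 ± 104 in LCMV, a difference of 443.8 genes (same test, p = 3e-05). LCMV libraries also held more counts. With every library thinned to the total of the smallest, LCMV exceeded Veh by 345.5 genes in RNA (permutation p = 4e-05) and by 313.5 in MetRNA (permutation p = 3e-05). Counting a gene from its first read moved the differences most, to 43.7 genes in RNA and 40.6 in MetRNA. Unique mapping rates need the reads and were not analysed here.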

We further observed a small but statistically significant increase in the unique mapping rate of MetRNA vs RNA, which correlates to the improved 260/230 ratio. 

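Within mice, the MetRNA library had 51.4 ± 277 (SD, n = 10) more kept genes with a count over 10 than the RNA library in Veh and 53.6 ± 158 more in LCMV. Neither difference exceeded the spread between mice (two-sided exact sign-flip permutation test, p = 0.566 and p = 0.315). The difference in genes followed the difference in total counts between the libraries of a mouse. In Veh, r was 0.950 (permutation p = 0.000240, adjusted 0.000240 over 2 relations) and rho 0.830 (permutation p = 0.00483, adjusted 0.00483). In LCMV, r was 0.931 (permutation p = 0.000140, adjusted 0.000240) and rho 0.939 (permutation p = 0.000160, adjusted 0.000320). Without the 2 mice farthest from the median difference in counts, r was 0.912 and 0.967. In libraries thinned to the smallest total, MetRNA held 113.2 ± 88.9 more such genes than RNA in Veh (exact p = 0.00977) and 81.2 ± 66.0 more in LCMV (exact p = 0.00195, the smallest that 10 pairs can give).

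**Figure D1:**
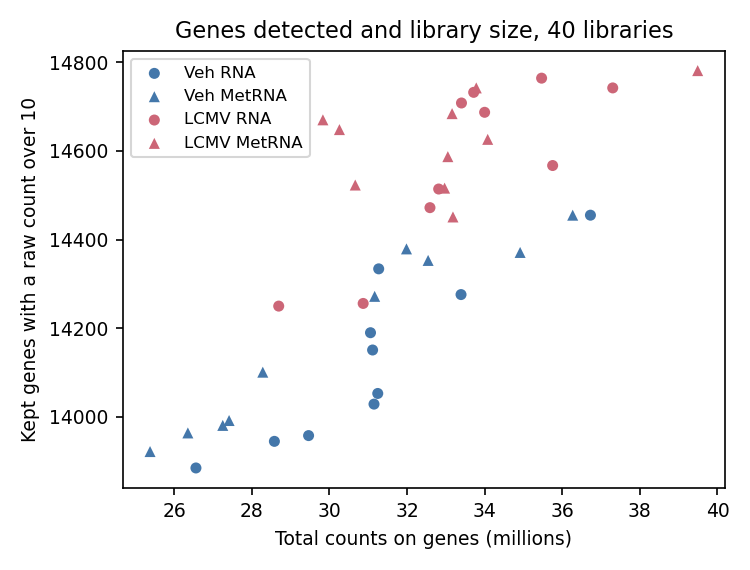
Number of kept genes with a raw count over 10 against total counts on genes (in units of 1e+06), for each of the 40 libraries (blue, Veh; red, LCMV; circles, RNA; triangles, MetRNA). The numbers of genes lie between 13885 and 14781, and larger libraries held more.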

No additional genes were detected as a result of this small difference in unique mapping rate. 

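Of the gene identifiers in the table, 31929 had at least 1 count in the 40 libraries. The filter kept 15535 of them, and 15012 of these had counts in all 40 libraries.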

Samples were diverse and expressed 15,535 unique gene features after trimming (Figure S1F). Within individual animals, absolute transcript abundance was tightly correlated between MetRNA and RNA (Figure S2A). 

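Between the RNA and MetRNA libraries of a mouse, the R2 of log2 counts scaled by edgeR for library size (CPM, prior count 2) across the kept genes was 0.983 ± 0.00185 (SD, n = 10) in Veh and 0.987 ± 0.00128 in LCMV, and ranged from 0.981 to 0.988 over the 20 mice. These correlations run across genes, which are not independent replicates. The same MetRNA libraries had a mean R2 of 0.968 with the RNA libraries of other Veh mice and of 0.962 with those of other LCMV mice. A mouse's own pair was above its mean with the other mice in 20 of 20 cases. Of the alternatives, the rank correlation moved the mean over mice most, from 0.985 to 0.990.

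**Figure D2:**
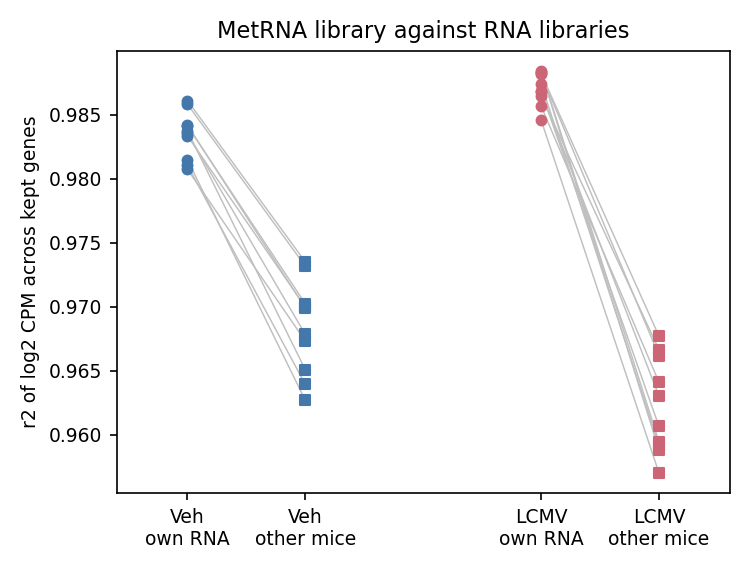
R2 of log2 CPM across kept genes between each MetRNA library and the RNA library of the same mouse or, as a mean, the RNA libraries of the other mice of its treatment; lines join the values of a mouse. The value with the same mouse is the higher in 20 of 20 mice, and the axis does not start at 0.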

Gene expression within the RNA samples explained >98% of variance in the MetRNA samples for each animal. Furthermore, after trimming, there was ~ 96% overlap in genes detected in each sample between the two extraction methods (Figure S2B). 

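Of the genes with a raw count over 10 in at least 1 library of a mouse, 95.1% ± 0.615 (SD, n = 20) were over 10 in both, from 94.3% to 96.3%. The mean was 94.7% in Veh and 95.6% in LCMV. In mouse 17, for example, 14302 genes were over 10 in both libraries, 385 only in RNA and 221 only in MetRNA. The threshold is that of the legend of Figure S2, and counting a gene from its first read gave 99.6%.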

There were no genes specific to only one extraction method, that is, if a gene had measured counts in one extraction method it was also measured in at least a subset of animals in the other.

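In the whole table, 1940 genes had counts in RNA libraries and none in MetRNA libraries, and 1867 had counts in MetRNA libraries and none in RNA libraries, 3807 in all. Of these, 0 were among the kept genes. Their counts were at the limit of detection. The highest total over the 20 libraries of a method was 14, the median total was 1, 2366 of them had a single count, and none was seen in more than 9 libraries. Whether such genes are absent from the other method was not detectable at this depth.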

Principal component analysis revealed a robust separation between LCMV and Veh groups in principal component 1 (PC1, 65% of variance), irrespective of the extraction method, followed by intragroup differences in PC2 (7.2% of variance; Figure 1A). 

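In a principal component analysis of log2 CPM with genes centred and not scaled, PC1 held 65.0% of the variance (jackknife SD 1.78 over mice). Treatment accounted for 98.3% of the variance of the PC1 scores (two-sided permutation test over the 20 mice, p = 3e-05) and extraction method for 0.0127%, with the MetRNA library above the RNA library in 18 of 20 pairs (two-sided sign-flip permutation test over the 20 pairs, p = 0.00115). PC2 held 7.22%, and 97.2% of the variance of its scores lay between mice. The PC2 scores did not differ between treatments (permutation p = 0.9997) or extraction methods (sign-flip permutation p = 0.105). The 10 genes with the largest PC2 loadings were the 10 labelled in Figure 1D, genes of the exocrine pancreas such as Pnlip, Cpb1, Cpa1 and Cel. They included Try4 and Try5, closely related genes between which the counting could have split reads. Scaling each gene to unit variance moved the share of PC1 most, to 50.0%.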

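PC3 and PC4 held 5.66% and 3.42% of the variance. Their scores did not differ between treatments (two-sided permutation tests, p = 0.744 and p = 0.674), and 98.7% and 98.2% of their variance lay between mice. Genes of striated muscle such as Myh4, Atp2a1, Tnnt3, Ttn and Acta1 had the largest loadings. On PC4 the MetRNA library was above the RNA library in 2 of 20 pairs (two-sided sign-flip permutation test, p = 2e-05), and extraction method accounted for 1.09% of the variance of that component.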

No clusters were apparent in the score plot PCA3 vs PCA4, accounting for 5.7% and 3.4% variance, respectively (Figure 1B). Separation on PCA score plot by extraction method was only apparent in PC5 and PC6 (1.5% and 1.4% of variance, respectively) (Figure 1C). 

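On PC5, which held 1.52% of the variance, extraction method accounted for 10.9% of the variance of the scores, and the MetRNA library was above the RNA library in 18 of 20 pairs (two-sided sign-flip permutation test over pairs, p = 0.000610). In mice 5 to 9, whose RNA libraries had a log2 CPM of Rn7sk under 1, the mean difference in PC5 scores was 17.1, and in the 15 other mice it was 2.63 (13 of 15 pairs above, p = 0.0235 in the same permutation test). The separation was larger on PC6, with 1.39% of the variance. There extraction method accounted for 63.2% of the variance of the scores, and the MetRNA library was above in 20 of 20 pairs (p = 1e-05 in the same permutation test, the smallest that 100000 resamples can give), with mean differences of 14.1 in mice 5 to 9 and 14.5 in the others. The sign of a component is arbitrary. With genes scaled to unit variance, PC3 separated the methods best, and it held 4.83% of the variance. With the 500 most variable genes the separation was mostly lost. There the best component was PC6, with 0.376% of the variance, and extraction method accounted for 2.69% of the variance of its scores.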

Loading plots for each principal component are shown with the top 10 influential genes highlighted in each (Figure 1D–F). The two genes that were the main contributors to the extraction method separation method in PC6 were *Rpph1* and *Moxd1* (Figure 1F). 

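The genes with the largest loadings on PC6 were Rpph1 (0.116), Moxd1 (0.101), Gm43654 (-0.0620) and Rn7sk (0.0616). On PC5 they were Gm24245, Mir6236 and Gm42418.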

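Rpph1 (ENSMUSG00000092837) lies on the minus strand of chromosome 14 of GRCm38 from 50807449 to 50807767 and is annotated as a ribozyme of 319 nt. It had 0.489 ± 0.150 CPM (SD, n = 10) in Veh RNA, 0.565 ± 0.156 in LCMV RNA, 4.69 ± 1.14 in Veh MetRNA and 3.8 ± 1.87 in LCMV MetRNA, from raw counts of 6 to 25 in RNA libraries and 75 to 261 in MetRNA libraries. The log2 fold change of MetRNA over RNA was 3.25 in Veh (standard error 0.178, FDR = 8.09e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.75 in LCMV (standard error 0.252, FDR = 4.07e-06), and MetRNA was higher in 20 of 20 pairs. Moxd1 (ENSMUSG00000020000, protein coding) lies on the plus strand of chromosome 10 from 24223517 to 24302790. Its log2 fold changes in the same tests were -0.05 (standard error 0.893, FDR = 0.988) in Veh and 0.04 (standard error 1.18, FDR = 0.999) in LCMV, and MetRNA was higher in 8 of 20 pairs. In the paired fit with the mouse as a block neither sign held. Its level varied between mice, with 4.61 ± 11.7 CPM in LCMV RNA.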

*Rpph1* was significantly different between the extraction methods in both treatments (Figure S3A), whereas *Moxd1* had no evidence of differing between methods (Figure S3B).

**Figure 1.**
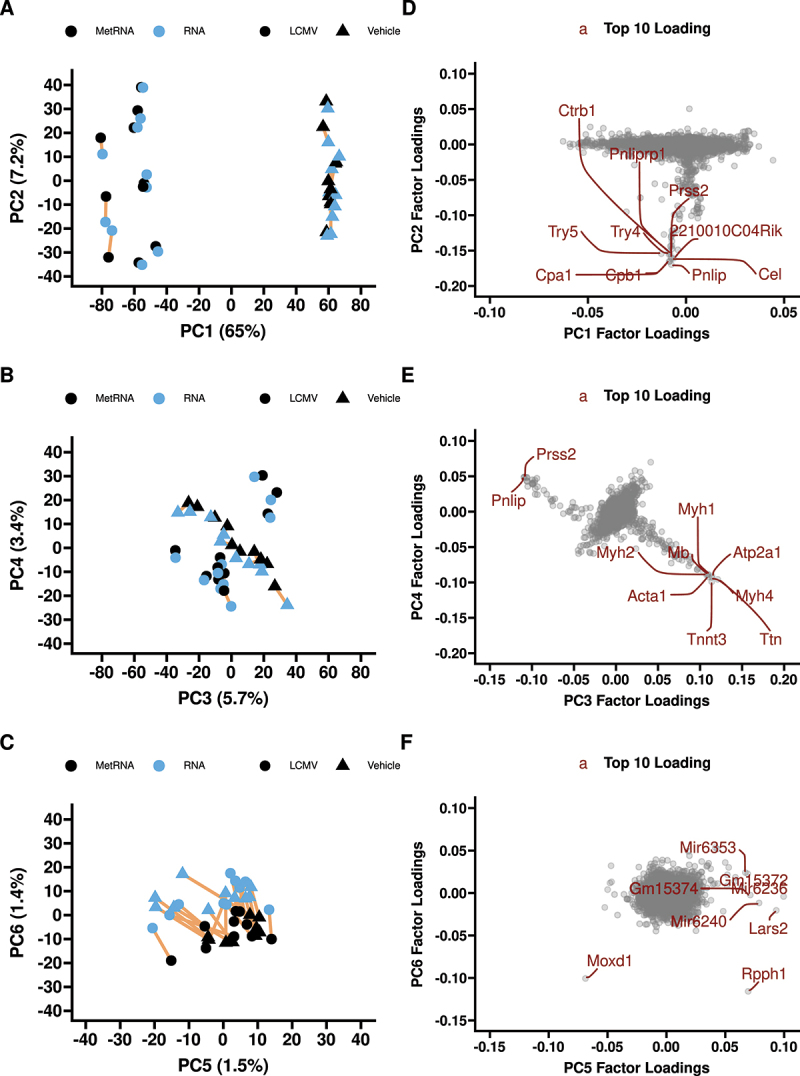
First six principal components of the RNAseq data (A, B, C) with factor loadings (D, E, F). Principal components 7 and beyond explain<1% of the variance each. The top 10 highest contributing genes are labelled in red on the factor loading plots. 65% of the transcriptomic variance is explained by treatment with LCMV and>7% is between subject variance within treatment. PC6 explains~1.4% of the variance and separates extraction methods; PC6 is driven primarily by Rpph1 and Moxd1. *n* = 10 LCMV and *n* = 10 vehicle MetRNA and RNA pairs. Yellow lines connect paired samples (metRNA and RNA from same biological sample).

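PC7 held 1.11% of the variance, PC8 1.00%, PC9 0.869% and PC10 0.766%.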

We next asked whether prior metabolite extraction affected the detection of significantly differentially expressed genes between biological groups. 

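Between LCMV and Veh, 11431 of the genes tested were differentially expressed in RNA, 5890 higher and 5541 lower in LCMV, and 11409 in MetRNA, 5927 higher and 5482 lower (edgeR's quasi-likelihood test, Benjamini-Hochberg FDR under 0.05). The higher genes made up 51.5% and 52.0% of the calls. Without TMM factors the median log2 fold change of all genes was 0.29 in RNA and 0.29 in MetRNA, and the higher genes made up 72.6% of 12008 calls and 72.2% of 12001 calls. The threshold moved the counts most. Tested against a log2 fold change of 1 with glmTreat, 1999 genes were called in RNA and 2008 in MetRNA. In 5059 genes called in both methods, the LCMV libraries all lay on one side of the Veh libraries in both methods, which chance gives for 0.00108% of genes in a single method. Of these, 2616 were higher and 2443 lower. Among the 5 with the highest log2 fold changes, Apol10b (chromosome 15, 77583819 to 77596125) had 7.99 in MetRNA (standard error 0.214, FDR = 4.57e-19 from edgeR's test), Slfn4 7.57 and Cyp2a4 7.56. Of the 27980 counts of Cyp2a4 in the 10 LCMV MetRNA libraries, 1 library held 13452 and the lowest 148. Gm29685 and 4930430E12Rik had totals of 1 and 3 counts in the 10 Veh MetRNA libraries against 1133 and 1176 in LCMV MetRNA, too few in Veh for a fold. 4930430E12Rik is annotated as antisense and is uncertain if strand was ignored. Among the 5 lowest, Gm36855 had 104 counts in Veh MetRNA and 0 in LCMV MetRNA. Mup-ps4, Slc6a16, Mup-ps12 and Cd207 had log2 fold changes of -5.14, -5.04, -4.95 and -4.87. They had totals of 5, 13, 26 and 58 counts in the 10 LCMV MetRNA libraries. The folds of Mup-ps4 and Slc6a16 in particular rest on few counts and are imprecise. The Mup pseudogenes belong to a multigene family whose reads could have been shared, and are uncertain.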

Volcano plots comparing LCMV/Veh gene expression in RNA (Figure 2A) and MetRNA Figure 2B extraction methods revealed nearly identical distributions with >1,800 differentially expressed genes. In contrast, *Rpph1*, the same transcript identified by principal component analysis (Figure 1E and F), was the only significantly differentially expressed gene by extraction method in both Veh (Figure 2C) and LCMV (Figure 2D) groups. 

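MetRNA and RNA differed in 1078 genes in Veh, 254 higher and 824 lower in MetRNA, and in 460 genes in LCMV, 95 higher and 365 lower (edgeR's quasi-likelihood test without a term for the mouse, Benjamini-Hochberg FDR under 0.05). Of these, 305 were called in both treatments, 305 in the same direction. With an absolute log2 fold change over 1 as well, 11 genes were called in Veh and 6 in LCMV. Tested against a log2 fold change of 1 with glmTreat, only Rpph1 was called, in both treatments. In the paired fit with the mouse as a block, 3312 genes were called in Veh, 38.8% of them higher in MetRNA, and 3868 in LCMV, 47.5% of them higher. Without TMM factors these shares were 58.4% and 64.6%. Without the block they were 23.6% and 20.6% with TMM factors and 46.5% and 38.1% without. Among genes called in both blocked fits and changed the same way in all 20 pairs, the 10 with the largest changes included only 2 that were higher in MetRNA, Rpph1 and Gimap3 (log2 fold change 0.68 in Veh and 0.51 in LCMV with the block). The others were Gm15835, Zfp871, Lrp1, Gm37914, Fn1, Lcor, Gm10069 and ENSMUSG00000091562, which has no name in the reference. Lrp1, with a transcript of 14888 nt, had blocked log2 fold changes of -0.75 (FDR = 4.81e-12 from edgeR's test) and -0.76 (FDR = 4.54e-12). Gm10069 is annotated as antisense and is uncertain if strand was ignored. In the fits without the block, the 3 genes with the smallest FDR among those called in 1 treatment only were Acsf2, Ep300 and Mgam in Veh. In LCMV they were Rpap1, Syne1 and Thada.

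**Figure D3:**
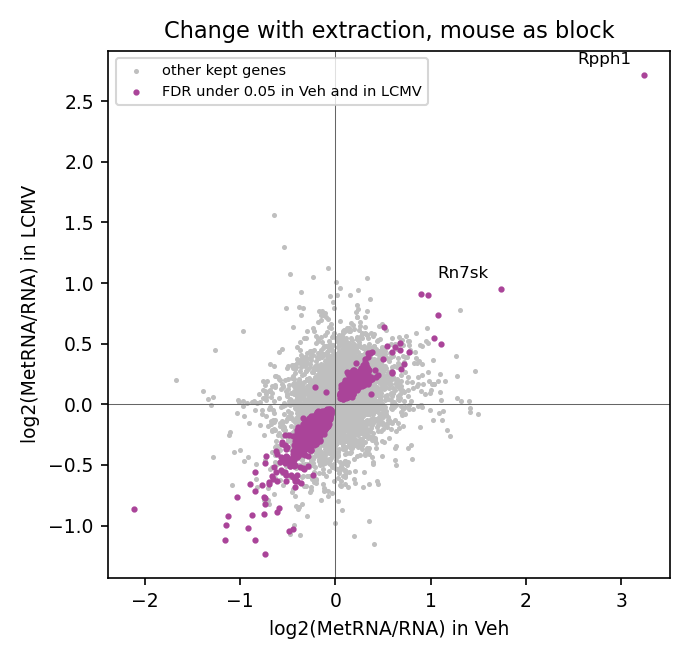
Log2 fold change of MetRNA over RNA in Veh against that in LCMV for each kept gene, from paired fits with the mouse as a block; purple points are genes with an FDR under 0.05 in both treatments. Rpph1 lies at 3.24 and 2.72 and Rn7sk at 1.74 and 0.95.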

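Of the 12228 genes called between LCMV and Veh in at least 1 extraction method, 10612 were called in both, 86.8% (jackknife SD 1.09 over mice, 85.9% to 86.9% with each mouse left out in turn). Of the shared genes, 10611 changed in the same direction. Without a filter on low counts the share was 77.1%, the setting that moved it most.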

The majority of differentially expressed genes (1,848) between LCMV and Veh were shared between extraction methods (Figure 2E). 

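Genes called in a single method numbered 1616, 819 in RNA and 797 in MetRNA. In the method that did not call them their median FDR was 0.159, and 33.5% of them had an FDR under 0.1 there (edgeR's quasi-likelihood test, Benjamini-Hochberg). Where fold changes were tested against a log2 fold change of 1, the single-method genes numbered 333, 162 in RNA and 171 in MetRNA.

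**Figure D4:**
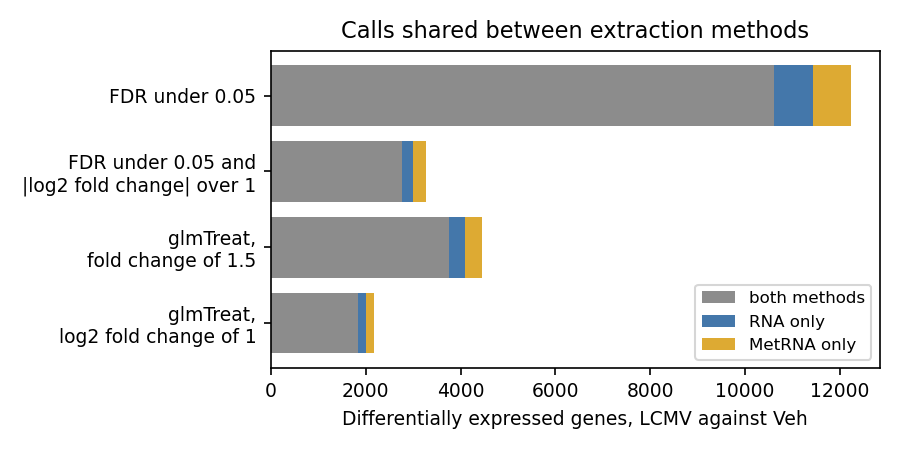
Number of genes called between LCMV and Veh in both extraction methods, in RNA only and in MetRNA only at 4 thresholds. The number of calls falls from 12228 to 2170, while the share called in both lies between 84.3% and 86.8%.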

There were 321 differentially expressed genes that were significant in only one extraction method, with 165 unique to RNA and 156 unique to MetRNA. There was no evidence of gene ontology enrichment on either set of genes (not shown).

**Figure 2.**
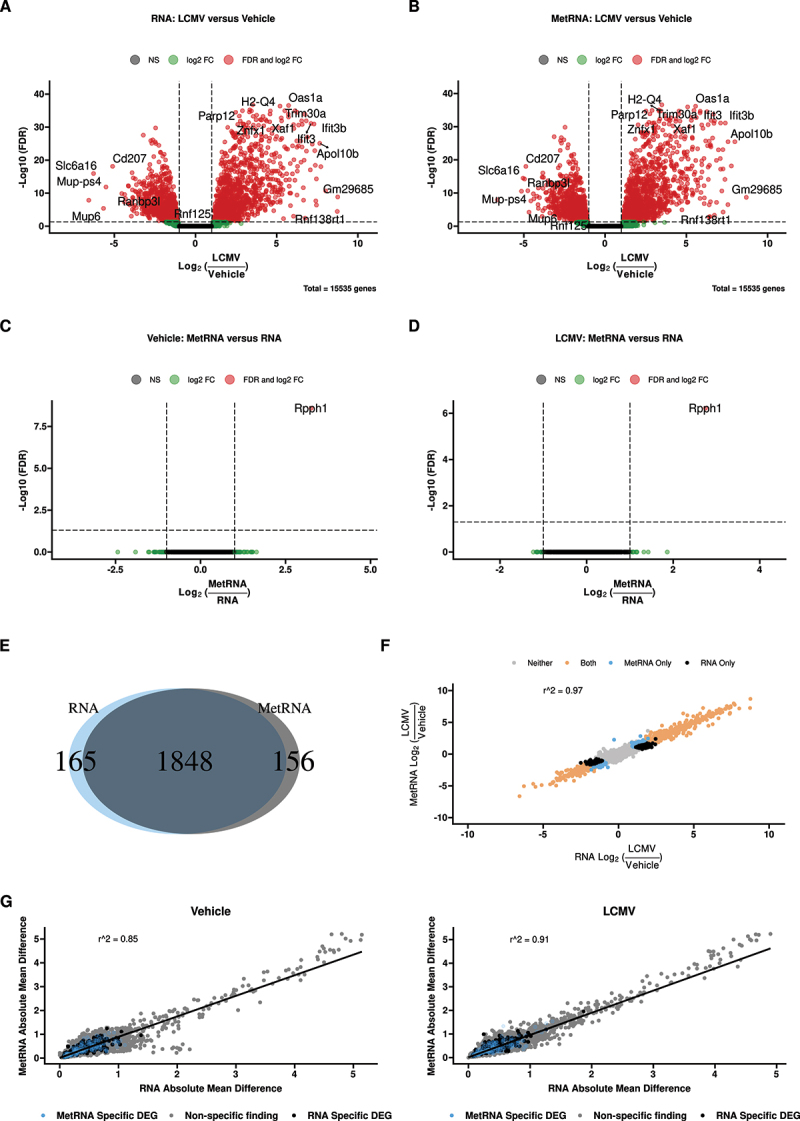
Comparison of the RNAseq data obtained with the two extraction methods (RNA: classical mRNA isolation; MetRNA: metabolite extraction was performed prior to mRNA isolation). (A) and (B) Volcano plots of genes differentially expressed between vehicle and LCMV animals within both extraction methods. (C) and (D) Volcano plots of genes differentially expressed between the extraction methods within vehicle and LCMV animals, respectively. (E) Venn diagram of the genes found to be differentially expressed with FDR<0.05 in both extraction methods, ~85% of the 2,169 genes found to be differentially expressed in at least one extraction method were significantly different in both. (F) Correlation of the log2 fold-change in gene expression (LCMV/Veh) between the two extraction methods. Over 97% of the variance in one extraction method was explained by the other, further genes that were only identified as differentially expressed in one method had only slight changes in estimated fold-change. (G) Correlating mean absolute difference of each gene between the two extraction methods in vehicle and LCMV animals; both were significantly correlated (*p* < 0.05). Genes that were called as differentially expressed in only one of the two extraction methods also have similar dispersion. *n* = 10 pairs per treatment.

A delta–delta comparison of these genes [LCMV_MetRNA – Veh_MetRNA] - [LCMV_RNA – Veh_RNA] produced no significant findings (all FDR >0.999). 

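In a fit of all 40 libraries, the contrast gave 0 genes with an FDR under 0.05, and 330 had an unadjusted p under 0.05 (edgeR's quasi-likelihood test). The smallest Benjamini-Hochberg FDR was 0.964, and 0.9999 with robust estimation. DESeq2 called 1 gene, Gm1821, which was named after its value was seen, and limma voom called 0. In the paired fit with the mouse as a block, 12 genes were called, 10 with a more positive MetRNA to RNA change in LCMV than in Veh and 2 with a more negative one (smallest FDR 0.0488).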

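Among the genes called in a single method, the median ratio of the LCMV to Veh fold change between methods was 1.015. Differences in opposite directions cancel in this median. With the sign of the log2 difference ignored, the median ratio was 1.091. The log2 fold changes in the 2 methods differed by less than 1 in 98.9% of these genes, had the same sign in 95.2% and were both under 1 in size in 96.0%. With calls tested against a log2 fold change of 1, the median ratio was 1.047, and 1.148 with the sign ignored. Of these genes, 0% were under 1 in size in both methods, as such a call needs a larger change.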

The median fold-change between genes uniquely significant to an extraction method was 1.04 with 94% of the genes having a log2 (fold change) less than ±1. The probability of obtaining this amount of overlap (>85% shared DEGs) by chance, as estimated via a hypergeometric test, is <0.0001. 

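By chance alone, the calls in RNA and in MetRNA would share 8395 genes, and the hypergeometric tail at the observed overlap had a log10 p of -1749. This tail treats genes as independent draws, and both sets of calls come from the same mice.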

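Across the kept genes, the log2 fold changes of LCMV over Veh in RNA and in MetRNA had an R2 of 0.968 (jackknife SD 0.00444 over mice) and a slope of MetRNA on RNA of 0.984. Without a filter on low counts, the R2 was 0.585. Both fits use the same mice, which share their chance differences. In 100 regroupings into groups of 5 LCMV and 5 Veh mice, the R2 between methods had a median of 0.339 and a range of 0.128 to 0.604. In 100 random divisions of the mice into sets with 5 per treatment, RNA and MetRNA of the same mice had a mean R2 of 0.951. Between different mice it was 0.890 for RNA with RNA, 0.893 for MetRNA with MetRNA and 0.887 for RNA with MetRNA. Genes are not independent replicates.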

Further, as seen in Figure 2F and G, the two methods are highly concordant with a Pearson’s R^2^ = 0.97. Taken together, these analyses suggest that alterations in the detection of significantly differentially expressed genes by extraction methods are due to stochastic differences in measurements, rather than a systematic effect of extraction.

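In the paired fits with the mouse as a block, 2074 genes were called between MetRNA and RNA in both treatments, and 2072 of them changed in the same direction in Veh and LCMV. The mean log2 fold change of the treatments was under 0.5 in size in 97.0% of these genes, and 2 of them exceeded 1 in both treatments. The largest after that of Rpph1 was 1.49. Across the kept genes, which are not independent replicates, the MetRNA over RNA changes in Veh and LCMV had an r of 0.446. From the absence of calls in its delta-delta comparison, the small fold changes of single-method genes, the overlap of calls and the correlation of fold changes, the paper proposes that single-method calls arise from stochastic differences in measurement and not from a systematic effect of extraction.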

### Extraction method does not affect data dispersion

Having demonstrated that prior metabolite extraction does not affect the distribution of differentially expressed genes, we next sought to better understand what effects extraction method has on the global dispersion of RNA. That is, does RNA extraction modality introduce or reduce noise? 

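For each gene, the mean absolute difference between all pairs of libraries of a group was computed on log2 CPM. Across genes, which are not independent replicates, its R2 between RNA and MetRNA was 0.851 in Veh (jackknife SD 0.0170 over mice), over the 15530 genes with any spread, and 0.909 in LCMV (jackknife SD 0.0119), over 15534 genes. Computed on CPM without the logarithm, the values were 0.839 in Veh and 0.973 in LCMV.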

Within both LCMV and vehicle-injected animals, the absolute mean difference was significantly correlated between MetRNA– and RNA-only transcripts (both *p*-values were <0.001; Figure 2G). Densities estimated on the fold-change in mean absolute differences appeared Gaussian with skewness estimates of only ~ 0.1 for both LCMV and Veh (Figure S4). These low skewness estimates, combined with means approximately equal to the medians, strongly suggest that the changes in dispersion are symmetric about a null difference (i.e. 1-fold difference or log2(fold) = 0) and, therefore, random.

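The log2 ratio of the mean absolute difference in MetRNA to that in RNA had a skewness of -0.116 in Veh (jackknife SD 0.0615 over mice) and of 0.0833 in LCMV (jackknife SD 0.134).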

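The log2 ratio had a mean of -0.04 and a median of -0.04 in Veh, and a mean of 0.05 and a median of 0.04 in LCMV. The jackknife standard error of the median was 0.0445 in Veh and 0.0334 in LCMV. With the libraries of a mouse exchanged at random, 31 of 100 draws gave a median at least as far from 0 in Veh and 30 of 100 in LCMV, so neither median was beyond the spread between mice. The dispersion was higher in MetRNA for 46.6% of genes in Veh and for 55.0% in LCMV.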

### Integrated pathway analysis

Our data support the conclusion that RNAseq from post-metabolite extraction RNA was at least as informative as traditionally extracted RNA, which enables confident multi-‘omics approaches to understanding metabolic phenotype. To evaluate the capacity of this approach, we interrogated metabolic phenotypes using combined RNAseq and metabolomics from the same sample. As with the broad effects of LCMV on gene expression (Figure 2), we observed that LCMV induced broad changes in the hepatic metabolome (Figure S5). Pathway enrichment analysis of metabolomics data revealed purine, pyrimidine and glycolysis/gluconeogenesis as the most differentially impacted pathways (Figure S6). However, within these pathways, some metabolites were increased and others decreased. This leaves ambiguity as to how these pathways are affected with LCMV.

To gain further insight, we next performed pathway enrichment analysis on RNAseq data. Unsurprisingly, the results of this analysis, as generated by both MetaboAnalyst and the more common GSEA method, were dominated by immune response pathways in LCMV-infected mice (Figure S7). This revealed JAK-STAT signalling pathway, linoleic acid metabolism, beta-Alanine metabolism, neutrophil degranulation, signalling by interleukins and cytokine signalling in the immune system as some of the most impacted pathways. 

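The pathway databases were not used here. Gene lists written from general knowledge or taken from the paper's text and figures were tested in the MetRNA libraries with limma's camera. The preset correlation was 0.01, with Benjamini-Hochberg adjustment over 24 lists. Interferon and JAK-STAT genes were higher in LCMV (median log2 fold change 0.71, 16 of 20 genes higher, FDR = 0.00139), as were genes of neutrophil granules (median log2 fold change 1.43, 12 of 13 genes higher, FDR = 0.00129). Genes of beta-alanine metabolism were lower (median log2 fold change -0.60, 3 of 19 genes higher, FDR = 0.000545). Genes of linoleic acid metabolism were lower as well but did not pass (median log2 fold change -0.83, 4 of 18 genes higher, FDR = 0.0617). In all, 8 of the 24 lists passed in MetRNA and 8 in RNA. In both, these included the genes labelled in the paper's volcano plots, which the study chose on these samples, and infection genes used to check the labels. The 8 lists also passed under fry, which called 20. Since fry does not compare a list with other genes, and 11409 genes were called in MetRNA, passing it adds little here. When the correlation between genes was estimated from the data, 0 passed (smallest FDR 0.296). Adjusted over the list alone, 18 interferon and JAK-STAT genes, 11 neutrophil granule genes, 17 beta-alanine genes and 15 linoleic acid genes were called, the same numbers as over all genes tested.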

Interestingly, there was little overlap between RNAseq metabolic pathways and those pathways identified with metabolomics data.

Finally, we integrated metabolite and RNA data and performed a combined pathway analysis Figure 3 and Table 1, revealing pyrimidine metabolism (Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway map 00240) as the most highly impacted pathway (Figure 3A). Pyrimidine metabolism was consistently a significantly and heavily impacted pathway under each of the various centrality measures and weighting methods used for joint integration, often remaining the most affected (Figure S8). Both transcripts and metabolites in the pyrimidine metabolism pathway had bidirectional responses to LCMV (Figure 3B and C), which obscured biological interpretation. 

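Of 29 listed genes of pyrimidine metabolism, 24 were kept. In MetRNA, 21 of them differed between LCMV and Veh, 12 higher and 9 lower (edgeR's quasi-likelihood test, Benjamini-Hochberg FDR under 0.05 over all genes tested), and 21 were called when adjusted over the list alone. In RNA 21 were called, 11 higher and 10 lower, 21 when adjusted over the list alone. The fold change had the same sign in both methods for 24 genes. Without TMM factors 5 genes were called lower in MetRNA. Of the 8 genes in Figure 3C, which the study chose on these samples, so that the count over the list is not independent evidence, 5 were higher in LCMV MetRNA (Cmpk2, Pnp2, Upp1, Nt5c3 and Ctps2) and 3 lower (Dpys, Tymp and Dpyd). The log2 fold changes were 2.75 for Pnp2 (standard error 0.283), 1.50 for Ctps2 (0.0851) and -1.91 for Tymp (0.200).

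**Figure D5:**
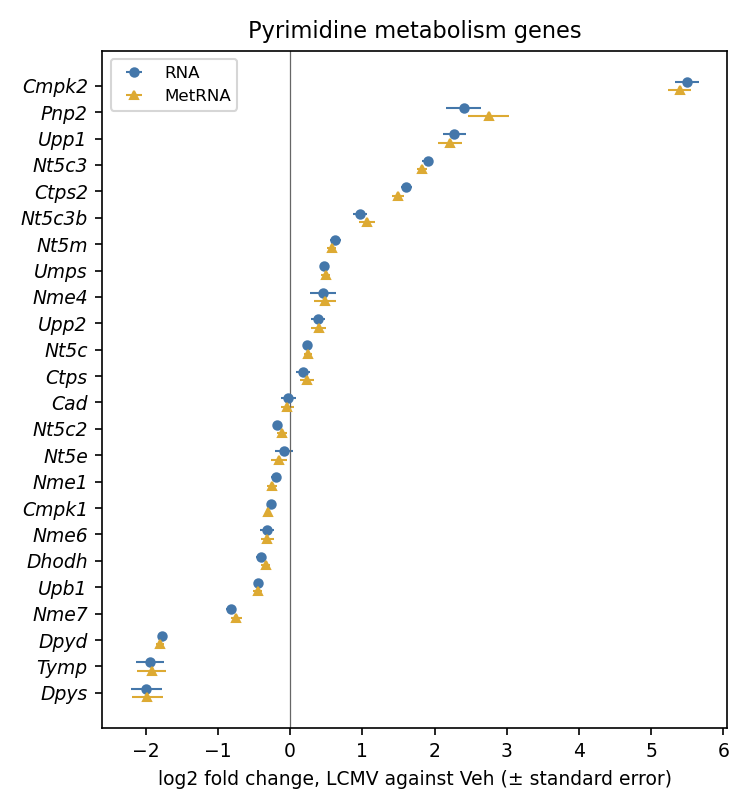
Log2 fold change of LCMV over Veh with its standard error for the kept genes of pyrimidine metabolism, in RNA and MetRNA. The MetRNA values range from -1.98 (Dpys) to 5.39 (Cmpk2); without TMM factors the sign of Nme1, Nt5c2, Nt5e and Cad turns.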

First, nucleotides (CTP, CMP, UTP, UDP, UMP, dTTP and dTDP) were decreased in LCMV, whereas metabolites involved in *de novo* pyrimidine synthesis (*N*-carbamoyl-aspartate, dihydroorotate and orotate), nucleosides (cytidine, uridine, thymidine, deoxycytidine, deoxyuridine and thymidine) and nucleobases (uracil, thymine) were increased (Figure 3B and C). When considering metabolomics data in isolation, pyrimidine metabolism is clearly involved in the phenotype. However, is the directionality of the change (i.e. whether *de novo* nucleotide production is elevated to support increased RNA/DNA synthesis or whether nucleotides are being catabolized to produce nucleosides/nucleobases) was unclear.

**Figure 3.**
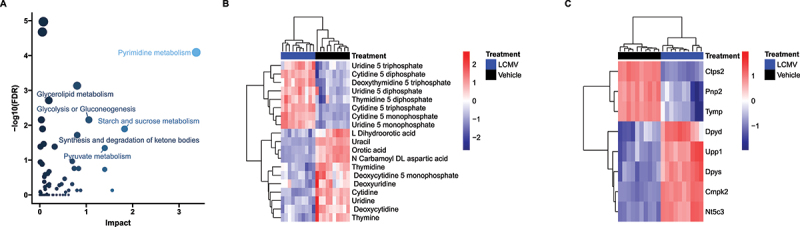
Integrated Metabolic Pathway Enrichment. (A) Plot of how much each pathway examined by MetaboAnalyst was impacted by changes in gene expression and whether or not these changes were significant after FDR adjustment. Data are coloured by impact and sized by FDR values. The pyrimidine metabolism pathway was the most impacted (FDR<0.0001). (B) and (C) Heatmaps of pyrimidine metabolites and transcripts that were measured in this study. For both – omics, we observed both up and down regulation within the pathway and strong clustering within LCMV/Vehicle. *n* = 10 per treatment.

**Table 1.** Pathway enrichment based on the joint-integration of the transcript and metabolite differences. Only the top five hits are shown. The ‘Total’ column represents the number of compounds and transcripts queried for a given pathway. ‘Expected’: number of hits one would expect in a given pathway by chance. ‘Hits’: the number of differentially expressed genes and differentially abundant metabolites in each pathway. ‘FDR’: Benjamini–Hochberg false discovery rate adjusted p-values for enrichment based on hyper-geometric tests and tight integration of the queries using the betweenness centrality. ‘Impact’: the estimated cumulative impact on the pathway.

	Total	Expected	Hits	Genes	Metabolites	FDR	Impact
Pyrimidine metabolism	99	11	27	8	19	<0.0001	3.4
Starch and sucrose metabolism	37	4.1	11	8	3	0.01	1.8
Pyruvate metabolism	45	5.0	11	6	5	0.045	1.4
Glycolysis or Gluconeogenesis	61	6.8	16	10	6	0.007	1.1
Synthesis and degradation of ketone bodies	10	1.1	5	4	1	0.02	0.81

To address this, we used gene expression data to inform directionality of the pyrimidine metabolite phenomena. We mapped gene expression and metabolite heatmap signatures onto the KEGG pyrimidine pathway (Figure 4). RNAseq revealed that the expression of genes that encode enzymes catalysing bidirectional nTP ↔ nDP (2.7.4.6), nDP ↔ nMP (2.7.4.14) and nucleoside ↔ nucleobase (2.4.2.3) interconversions were either unchanged or increased. Also, expression of genes encoding proteins that drive dephosphorylation of nucleotide monophosphates to the cognate nucleoside were increased. In contrast, genes encoding enzymes involved in nucleobase catabolism (1.3.1.2 and 3.5.2.2) had decreased expression. 

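Of the listed nucleoside diphosphate kinase genes (2.7.4.6), 4 were kept. In MetRNA, Nme4 was higher in LCMV (log2 fold change 0.48, standard error 0.155), and Nme1 (-0.25, standard error 0.0662), Nme6 (-0.31, standard error 0.0858) and Nme7 (-0.74, standard error 0.0735) were lower, each with an FDR under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without TMM factors Nme1 turned to 0.0208 and Nme6 shrank to -0.0436, neither called, and Nme7 was still called lower. For the UMP-CMP kinases (2.7.4.14), Cmpk2 (chromosome 12, 26469204 to 26479837) had 10.3 ± 1.82 CPM (SD, n = 10) in Veh and 432 ± 116 in LCMV (FDR = 5.46e-18 from edgeR's test), and Cmpk1 was lower (log2 fold change -0.30, and -0.0314 and not called without TMM factors). Neither Cmpk1 nor any of the 4 nucleoside diphosphate kinase genes was called with glmTreat against a log2 fold change of 1. For uridine phosphorylase (2.4.2.3), Upp1 was higher (log2 fold change 2.22, standard error 0.163, FDR = 3.88e-11), from 1.60 ± 0.376 to 7.48 ± 2.24 CPM, and Upp2 was higher as well (log2 fold change 0.40).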

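Of the listed 5'-nucleotidase genes, 6 were kept. Besides Nt5c3, Nt5c3b (log2 fold change 1.06), Nt5m (0.58) and Nt5c (0.25) were higher in LCMV MetRNA with an FDR under 0.05 in edgeR's test, whereas Nt5e and Nt5c2 were not called. Nt5c2 had -0.11 and Nt5e -0.15 with TMM factors. In the RNA libraries Nt5c2 was called lower in LCMV (-0.18, FDR = 0.0112 from edgeR's test). Without the factors both signs turned in MetRNA, to 0.16 for Nt5c2, which was then called, and 0.12 for Nt5e, which was not.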

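Dpyd (ENSMUSG00000033308, chromosome 3 of GRCm38, 118562129 to 119432924, plus strand), the gene of dihydropyrimidine dehydrogenase (1.3.1.2), fell from 597 ± 37.3 CPM (SD, n = 10) in Veh MetRNA to 171 ± 16.6 in LCMV MetRNA. Its log2 fold change was -1.80 (standard error 0.0539, FDR = 3.49e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dpys (ENSMUSG00000022304, chromosome 15, 39768487 to 39857470, minus strand), the gene of dihydropyrimidinase (3.5.2.2), fell from 255 ± 20.6 to 64.6 ± 28.5 CPM (standard error of the log2 fold change 0.214, FDR = 2.35e-08 from the same test). For both genes every LCMV library lay below every Veh library.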

To further highlight this pattern, cytidine nucleotides (CTP, CDP and CMP) have decreased abundance (Figure 5A), whereas the gene encoding the cytosolic 5’-nucleotidase 3 (*Nt5c3*) had elevated expression (Figure 5B) and the product of this reaction, cytidine, and its downstream metabolic cognate, uracil, were also elevated (Figure 5A). 

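Nt5c3 (ENSMUSG00000029780, chromosome 6 of GRCm38, 56882400 to 56923932, minus strand) had 30.0 ± 2.38 CPM (SD, n = 10) in Veh MetRNA and 106 ± 15.4 in LCMV MetRNA, a log2 fold change of 1.83 (standard error 0.0730, FDR = 6.98e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In RNA libraries the change was 1.91 (standard error 0.0767). The LCMV libraries all lay above the Veh libraries in both methods. From these expression data and the metabolite changes, the paper proposes that the liver generates pyrimidine nucleobases by breaking down pyrimidine nucleosides.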

Interestingly, uracil was among the most elevated metabolites in the liver of LCMV-infected mice (Figure 6A). We further conducted plasma metabolomics on these mice. In line with our observations of increased hepatic uracil content, plasma metabolomics revealed that uracil, along with the inflammatory mediator metabolite itaconate [43,44], were the most strongly induced metabolites in plasma upon LCMV infection (Figure 6B). Together, our data suggest that pyrimidine nucleobases, especially uracil, are being generated in the liver through the catabolism of pyrimidine nucleosides from both *de novo* pyrimidine synthesis and pyrimidine nucleotide catabolism and that they are potentially released into the circulation.

**Figure 4.**
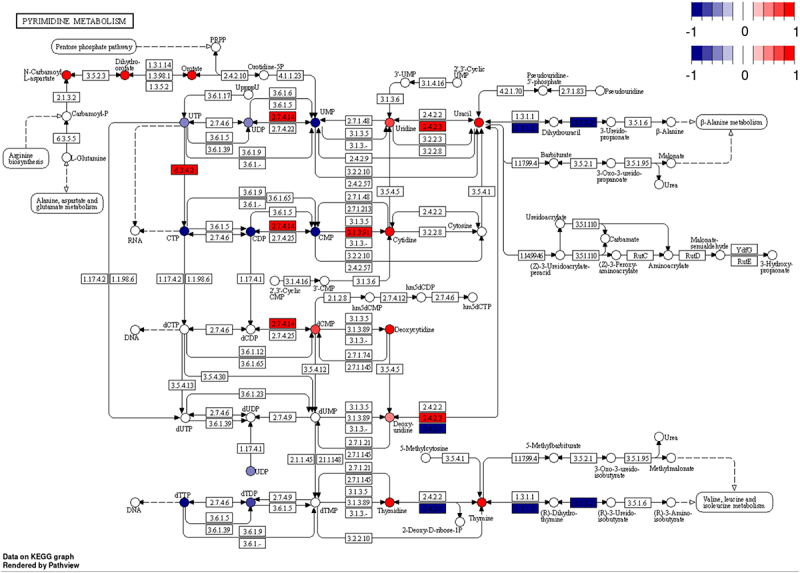
Integrative multi-omics analysis demonstrating biological information gain. Significantly different transcripts (boxes) and metabolites (circles) coloured by log2 fold-change mapped to KEGG pathway.

**Figure 5.**
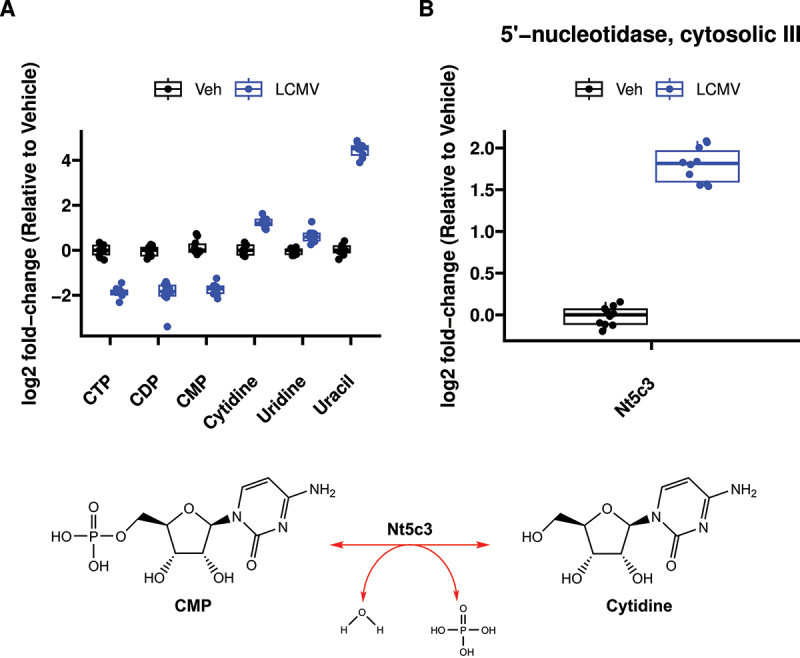
Metabolomic and transcriptomic evidence that cytidine nucleotides are being catabolized to form uracil. (A) Relative abundance of metabolites arranged in biochemical order from CTP → CDP → CMP → Cytidine → Uridine → Uracil. (B) Differential expression of 5’-Nucleotidase, Cytosolic IIIA, the transcript for the enzyme catalysing the CMP → cytidine reaction. *n* = 10 per treatment.

**Figure 6.**
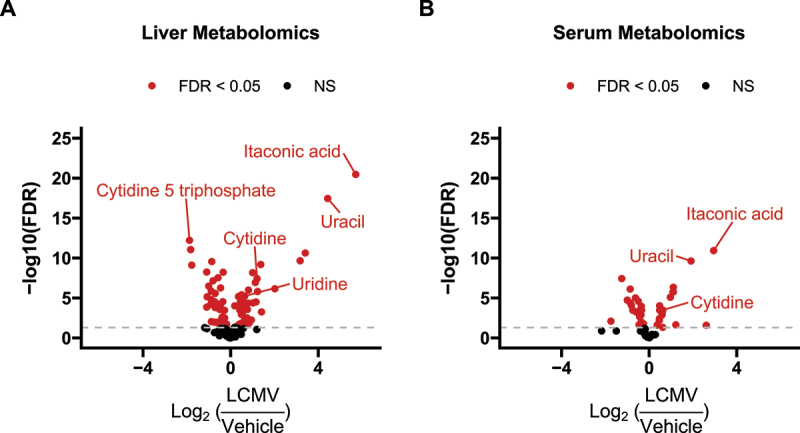
Volcano plots of metabolomics data in the (A) liver and (B) serum reveal strong induction in uracil abundance during LCMV infection. ‘FDR’: Indicates Benjamini-Hochberg false discovery rate adjusted p-values<0.05. ‘NS’: not significant. *n* = 10 per treatment.

## Discussion

Conducting multiple ‘omics approaches on a single sample provides a more complete picture of the phenotype while avoiding challenges like repeat-sampling and limited quantities, but it also requires the serial extraction of different classes of biomolecules. While numerous such protocols are available [31–37], there is a lack of information on whether and how the readout is affected by additional processing steps. In this study, we used liver tissue from vehicle or acute LCMV-infected mice to assess the effects of prior metabolite extraction on RNAseq data. Our results demonstrate that RNAseq analysis following metabolite extraction yields virtually identical results as traditionally extracted RNA, not only in data dispersion but most importantly in detection of biological effects. Highly correlated variance, abundance and fold-change estimates between extraction methods support that this approach can be broadly applicable to studies where smaller effect sizes are expected. These data provide important and needed validation that co-extraction of metabolites and RNA is a viable approach that is at least as effective as standard approaches that gain a single outcome per sample.

A major advancement of this work is the direct and comprehensive evaluations of RNAseq data quality from RNA that is isolated following metabolite extraction compared to samples only undergoing RNA isolation. We took several steps to allow direct comparison extraction methods rather than sampling variability. First, we used snap-frozen mouse liver tissue and pulverized it into a fine powder in liquid N_2_ to avoid liver regional heterogeneity and allow for repeat sampling with minimal variability. Next, to avoid potential errors induced by extraction efficiency, we fixed the tissue weight to extraction volume ratio for each sample. Finally, we selected the LCMV model system because of its strong biological phenotype, which permitted a comprehensive evaluation of extraction method on a complex biological readout. RNAseq data are commonly interpreted using pathway enrichment analysis, which evaluates the number of significantly differentially expressed genes in each pathway that occur above what would be expected by chance. While this approach can lead to important insight into pathways that may be involved in the phenotype, establishing how that pathway is changing can be challenging. This is especially true for inferring changes in metabolic activity from RNAseq data because metabolic genes can change in response to the metabolite milieu but also be a cellular response to alter metabolism. Similarly, metabolite pool sizes may indicate that a certain pathway is involved, but directionality is unclear. For example, increased abundance of a metabolite could either mean its production is increased or its clearance is decreased. This is further complicated by the biased nature of metabolomics. The wide range of metabolite chemistries and abundances make truly unbiased sampling of the metabolome impossible. Therefore, metabolic pathway involvement is skewed to those in which metabolites are detectable by the analytical method.

Here, we demonstrate that combining RNAseq and metabolite data can lead to a more complete picture of the metabolic phenotype and allow for the generation of actionable hypotheses. Our results support the hypothesis that LCMV infection induces a liver metabolic programme to produce and secrete uracil into circulation. Specifically, levels of CTP, CDP and CMP were found to be decreased in liver extracts upon LCMV infection, while cytidine levels were increased (Figure 5A). These observations are supported by the increased transcript levels of *Nt5c3* (Figure 5B), which encodes for the enzyme that dephosphorylates CMP and UMP to their nucleosides cytidine and uridine, respectively [45]. Furthermore, expression of the enzyme that converts uridine to uracil, uridine phosphorylase (Upp1) [46], is upregulated upon LCMV infection (Figure 3C), and uracil levels are elevated in both liver and serum in LCMV extracts (Figure 6). Thus, while both RNAseq and metabolomics datasets indicated an involvement of pyrimidine metabolism, their integration clearly indicates that pyrimidine nucleotides are being catabolized to support hepatic uracil release. We speculate that a physiological basis for hepatic uracil production during acute infection may be to supplement activated and proliferating immune cells with nucleotides imperative for RNA synthesis. Further investigation is necessary to test this model, but this example highlights the advantages of integrating multiple ‘omics data to generate an actionable hypothesis.

In our multi-‘omic pathway analysis, we focused on integrating the metabolome and transcriptome data using MetaboAnalyst’s tight integration of the queries and betweenness centrality. Under this integration method, the multi-omics results are pooled into a single query where each hit has the same weight. With 36 times more differentially expressed genes than differentially abundant metabolites, this tight integration can result in transcriptomic differences dominating the results. We found strong metabolite evidence of pyrimidine metabolism being impacted in this study. If there were no transcript evidence, we would not expect pyrimidine metabolism to remain one of the top hits in the joint analysis. However, since we did observe differences in the regulation of genes related to pyrimidine metabolism, the result was conserved. This yielded higher confidence that the pyrimidine pathway was truly impacted. The betweenness centrality identifies compounds/transcripts that act as ‘brokers’ or ‘bridges’ between subunits of a pathway. In the context of pyrimidine metabolism, when compounds/transcripts with high betweenness centrality are altered, it indicates that the entire cascade of biochemical signalling has been fundamentally altered. For completeness, we explored other centrality measures and weighted integration methods, each of which indicated pyrimidine metabolism as a significantly impacted pathway (Figure S6). The concordance of these measures provides confidence that infection with LCMV results in a strong involvement in pyrimidine metabolism.

As pyrimidine metabolism was the most significantly impacted pathway in our multi-‘omic analysis, we used it as an example to highlight the potential of multi-‘omic integration. However, it is important to note that other metabolic pathways were also significantly affected. 

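For starch and sucrose metabolism, a list of 15 genes gave 6 called higher and 9 called lower in LCMV MetRNA, and 15 called when adjusted over the list alone. The list as a whole did not pass limma's camera (median log2 fold change -0.57, FDR = 0.421). For ketone body metabolism, 7 of 8 listed genes were called lower and 0 higher, 7 when adjusted over the list alone (median log2 fold change -1.27, camera FDR = 0.00747).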

Joint-integration methods revealed other candidate pathways to explore, notably ‘Starch and Sucrose Metabolism’ and ‘Degradation of Ketone Bodies’, which were only identified as being highly impacted in the joint analysis.

A general limitation of metabolomics is incomplete coverage of the metabolome. While RNAseq data can provide a comprehensive view of transcripts above a limit of detection threshold, metabolomics coverage is dependent on both analytical methods (metabolite extraction technique, chromatography, ionization type, polarity, and instrument sensitivity) and biological abundance. Therefore, it is important to consider that metabolomics studies, and subsequent multi-omics integration, will be biased towards the metabolites that are detectable in the method. In this light, metabolomics can be used positively, for example, to provide orthogonal validation of RNAseq results or highlight altered metabolic pathways independent of transcription. However, the use of metabolomics data to rule out certain metabolic pathways is not recommended because metabolic pathways are often incompletely covered or simply not detected. By extension, RNAseq results may be used for direct follow-up metabolomics analyses that target specific pathways/compounds of interest.

The current study presents an in-depth evaluation of the effects of prior metabolite extraction on mRNA quality, transcriptomic coverage and phenotypic insight. However, there are limitations to our approach that warrant discussion. First, whether extraction modality affects non-protein coding RNAs was not assessed. Our analysis revealed that *Rpph1* was the only transcript affected by the extraction method. *Rpph1* is a highly conserved long non-coding RNA (lncRNA) that encodes the RNA component of RNaseP. In eukaryotes, RNaseP exists as a riboenzyme with up to 10 protein subunits [47,48]. Although it is not polyadenylated as mRNA, *Rpph1* does appear in other mRNA-sequencing datasets [49]. 

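A list of 20 short noncoding RNAs that work in protein complexes was tested, of which 7 were kept. With the mouse in the model, the list was higher in MetRNA in Veh (limma's camera, 6 of 7 genes higher, FDR = 0.000284) and in LCMV (4 of 7, FDR = 0.0293). Both passed under fry, and LCMV did not pass with an estimated correlation (FDR = 0.197). Without Rpph1 the list was higher in Veh (5 of 6, unadjusted camera p = 0.00978) and did not pass in LCMV (3 of 6, p = 0.155). Rn7sk, an RNA of 331 nt on chromosome 9 of GRCm38 (78175303 to 78175633, minus strand), had a log2 fold change of MetRNA over RNA of 1.65 in Veh (standard error 0.331, FDR = 0.00263 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.96 in LCMV (standard error 0.218, FDR = 0.0157). For Scarna2 the log2 fold changes were 0.87 (FDR = 0.0221 from edgeR's test) and 0.91 (FDR = 0.0154), at 0.789 and 0.604 CPM in MetRNA. Rmrp was not called (0.79, FDR = 0.159, and 0.59, FDR = 0.426, from edgeR's test), but with the mouse as a block it was called in Veh (0.85, FDR = 0.0365 from edgeR's test), as in 3 of 20 settings. Part of the values in Veh rests on the RNA libraries of mice 5 to 8, which were low in Rn7sk and Rmrp. The mean difference in log2 CPM for Rn7sk was 3.66 in these mice and 1.05 in the 6 other Veh mice (higher in 6 of these 6). It was 2.09 and 0.11 for Rmrp (higher in 3 of the 6) and 1.42 and 0.54 for Scarna2 (higher in 6 of the 6). For the list without Rpph1 it was 1.30 and 0.33 (higher in 5 of the 6, two-sided exact sign-flip p = 0.0625). For Rpph1 it was 3.18 and 3.09. Over the 15 mice of both treatments outside mice 5 to 9, the list without Rpph1 was higher by 0.29 (12 of 15 pairs, two-sided sign-flip permutation p = 0.00688).

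**Figure D6:**
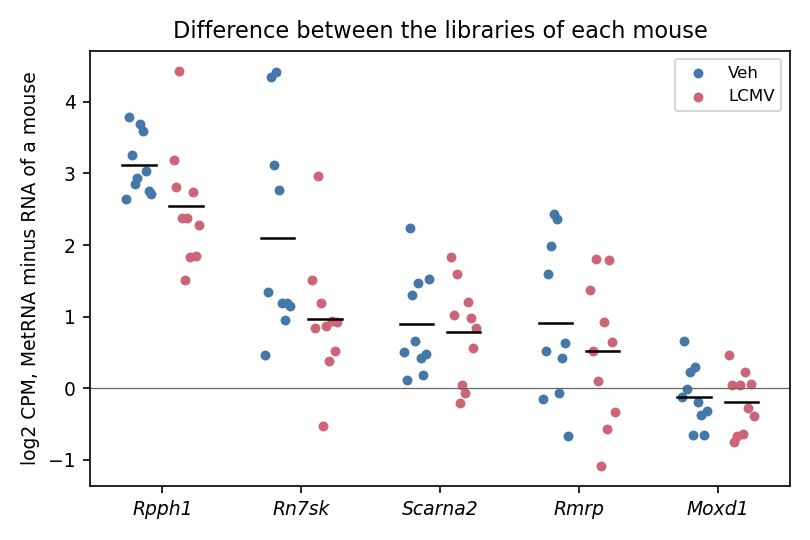
Difference in log2 CPM between the MetRNA and RNA libraries of each mouse (points; blue, Veh; red, LCMV) with the mean of 10 mice (lines), for Rpph1, Rn7sk, Scarna2, Rmrp and, for comparison, Moxd1. Rn7sk was higher in MetRNA in 19 of 20 mice, Scarna2 in 18 and Rmrp in 14.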

In the light of our observations that MetRNA improves total RNA yield (Figure S1), we posit that the observed increase in *Rpph1* expression in metRNA may indicate that the additional steps prior to RNA extraction improved the extraction of protein-complexed RNAs. Whether metabolite extraction similarly boosts the recovery of other lncRNAs was not evaluated here, but our data encourage further investigations in this area. Secondly, liver tissue was used as a model system due to its size (to enable multiple sampling) and its strong phenotypic response to LCMV infection. It is unknown whether RNA in tissues with different compositions, for example, high lipid content in adipose tissue, will respond the same. Finally, the tissue-to-solvent ratio was carefully controlled to avoid the potentially confounding influence of extraction efficiency, and only a single commonly used metabolite extraction modality (80% methanol) was used. These factors should be considered when designing a study to co-extract metabolites and RNA.

## Conclusion

Often biological material is limited, and the ability to maximize information gained from the same sample is beneficial. Even when tissue is in abundance, regional heterogeneity within a tissue can limit the utility of multi-omics approaches. Our study demonstrates that sequentially extracting metabolites and RNA for metabolomics and transcriptomic analyses does not fundamentally impact gene transcript abundance. We also show that by jointly integrating changes to both omics’ datasets through enrichment analyses, we can identify metabolic phenotypes with higher statistical confidence, while gaining additional biological insight into how pathways are altered. Finally, through the implementation of these methods, we reveal a novel finding that infecting mice with LCMV results in significant and dramatic changes to pyrimidine metabolism. This work provides validation that sequential extraction of metabolites and RNA from a single sample can be confidently used for multi-omics analysis.

## Supplementary Material

Supplemental Material Click here for additional data file.

## References

[1] Zhu J, Thompson CB. Metabolic regulation of cell growth and proliferation. Nat Rev Mol Cell Biol. 2019;20(7):436–450.3097610610.1038/s41580-019-0123-5PMC6592760

[2] Dai Z, Ramesh V, Locasale JW. The evolving metabolic landscape of chromatin biology and epigenetics. Nat Rev Genet. 2020;21(12):737–753.3290824910.1038/s41576-020-0270-8PMC8059378

[3] Wang YP, Li JT, Qu J, et al. Metabolite sensing and signaling in cancer. J Biol Chem. 2020;295(33):11938–11946. DOI:10.1074/jbc.REV119.00762432641495PMC7450124

[4] Pavlova NN, Zhu J, Thompson CB. The hallmarks of cancer metabolism: still emerging. Cell Metab. 2022;34(3):355–377.3512365810.1016/j.cmet.2022.01.007PMC8891094

[5] Inigo M, Deja S, Burgess SC. Ins and outs of the TCA cycle: the central role of anaplerosis. Annu Rev Nutr. 2021;41(1):19–47.3427033310.1146/annurev-nutr-120420-025558

[6] Martinez-Reyes I, Chandel NS. Mitochondrial TCA cycle metabolites control physiology and disease. Nat Commun. 2020;11(1):102.3190038610.1038/s41467-019-13668-3PMC6941980

[7] Loaiza A, Porras OH, Barros LF. Glutamate triggers rapid glucose transport stimulation in astrocytes as evidenced by real-time confocal microscopy. J Neurosci. 2003;23(19):7337–7342.1291736710.1523/JNEUROSCI.23-19-07337.2003PMC6740433

[8] Khemtong C, Carpenter NR, Lumata LL, et al. Hyperpolarized 13C NMR detects rapid drug-induced changes in cardiac metabolism. Magn Reson Med. 2015;74(2):312–319. DOI:10.1002/mrm.2541925168480PMC4344937

[9] Golman K, ‘t Zandt R, Thaning M. Real-time metabolic imaging. Proc Natl Acad Sci U S A. 2006;103(30):11270–11275.1683757310.1073/pnas.0601319103PMC1544077

[10] Rauckhorst AJ, Borcherding N, Pape DJ, et al. Mouse tissue harvest-induced hypoxia rapidly alters the in vivo metabolome, between-genotype metabolite level differences, and (13)C-tracing enrichments. Mol Metab. 2022;66:101596.3610017910.1016/j.molmet.2022.101596PMC9589196

[11] Shamir M, Bar-On Y, Phillips R, et al. SnapShot: timescales in cell biology. Cell. 2016;164:1302.2696729510.1016/j.cell.2016.02.058

[12] Yin X, Bose D, Kwon A, et al. Integrating transcriptomics, metabolomics, and GWAS helps reveal molecular mechanisms for metabolite levels and disease risk. Am J Hum Genet. 2022;109(10):1727–1741. DOI:10.1016/j.ajhg.2022.08.00736055244PMC9606383

[13] Cheng S, Shah SH, Corwin EJ, et al. PotentiaL impact and study considerations of metabolomics in cardiovascular health and disease: a scientific statement from the American heart association. Circ Cardiovasc Genet. 2017;10(2):10. DOI:10.1161/HCG.0000000000000032PMC600136328360086

[14] Yu B, Zheng Y, Alexander D, et al. Genetic determinants influencing human serum metabolome among African Americans. PLoS Genet. 2014;10(3):e1004212. DOI:10.1371/journal.pgen.100421224625756PMC3952826

[15] Zhou S, Morgante F, Geisz MS, et al. Systems genetics of the drosophila metabolome. Genome Res. 2020;30(3):392–405. DOI:10.1101/gr.243030.11831694867PMC7111526

[16] Garcia-Canaveras JC, Chen L, Rabinowitz JD. The tumor metabolic microenvironment: lessons from lactate. Cancer Res. 2019;79(13):3155–3162.3117152610.1158/0008-5472.CAN-18-3726PMC6606343

[17] Kaymak I, Williams KS, Cantor JR, et al. Immunometabolic interplay in the tumor microenvironment. Cancer Cell. 2021;39:28–37.3312586010.1016/j.ccell.2020.09.004PMC7837268

[18] Martinez-Reyes I, Chandel NS. Cancer metabolism: looking forward. Nat Rev Cancer. 2021;21(10):669–680.3427251510.1038/s41568-021-00378-6

[19] Geiszler PC, Ugun-Klusek A, Lawler K, et al. Dynamic metabolic patterns tracking neurodegeneration and gliosis following 26S proteasome dysfunction in mouse forebrain neurons. Sci Rep. 2018;8(1):4833. DOI:10.1038/s41598-018-23155-229555943PMC5859111

[20] Ryu WI, Bormann MK, Shen M, et al. Brain cells derived from Alzheimer’s disease patients have multiple specific innate abnormalities in energy metabolism. Mol Psychiatry. 2021;26(10):5702–5714. DOI:10.1038/s41380-021-01068-333863993PMC8758493

[21] Huo Z, Yu L, Yang J, et al. Brain and blood metabolome for Alzheimer’s dementia: findings from a targeted metabolomics analysis. Neurobiol Aging. 2020;86:123–133.3178583910.1016/j.neurobiolaging.2019.10.014PMC6995427

[22] Troha K, Ayres JS. Metabolic adaptations to infections at the organismal level. Trends Immunol. 2020;41:113–125.3195951510.1016/j.it.2019.12.001PMC7409656

[23] Ayres JS. Immunometabolism of infections. Nat Rev Immunol. 2020;20(2):79–80.3189273510.1038/s41577-019-0266-9

[24] Beisel WR. Metabolic response to infection. Annu Rev Med. 1975;26(1):9–20.109678310.1146/annurev.me.26.020175.000301

[25] Palmer CS. Innate metabolic responses against viral infections. Nat Metab. 2022;4(10):1245–1259.3626654210.1038/s42255-022-00652-3

[26] Wishart DS. Metabolomics for investigating physiological and pathophysiological processes. Physiol Rev. 2019;99(4):1819–1875.3143453810.1152/physrev.00035.2018

[27] Jang C, Chen L, Rabinowitz JD. Metabolomics and Isotope Tracing. Cell. 2018;173:822–837.2972767110.1016/j.cell.2018.03.055PMC6034115

[28] Kaymak I, Luda KM, Duimstra LR, et al. Carbon source availability drives nutrient utilization in CD8+ T cells. Cell Metab. 2022;34(9):1298–311 e6. DOI:10.1016/j.cmet.2022.07.01235981545PMC10068808

[29] Maharjan RP, Ferenci T. Global metabolite analysis: the influence of extraction methodology on metabolome profiles of Escherichia coli. Anal Biochem. 2003;313:145–154.1257607010.1016/s0003-2697(02)00536-5

[30] Dettmer K, Nurnberger N, Kaspar H, et al. Metabolite extraction from adherently growing mammalian cells for metabolomics studies: optimization of harvesting and extraction protocols. Anal Bioanal Chem. 2011;399:1127–1139.2112526210.1007/s00216-010-4425-x

[31] Leuthold P, Schwab M, Hofmann U, et al. SimultaneouS extraction of RNA and metabolites from single kidney tissue specimens for combined transcriptomic and metabolomic profiling. J Proteome Res. 2018;17:3039–3049.3009160810.1021/acs.jproteome.8b00199

[32] Valledor L, Escandon M, Meijon M, et al. A universal protocol for the combined isolation of metabolites, DNA, long RNAs, small RNAs, and proteins from plants and microorganisms. Plant J. 2014;79:173–180.2480482510.1111/tpj.12546

[33] Roume H, Heintz-Buschart A, Muller EE, et al. Sequential isolation of metabolites, RNA, DNA, and proteins from the same unique sample. Methods Enzymol. 2013;531:219–236.2406012310.1016/B978-0-12-407863-5.00011-3

[34] Kang J, David L, Li Y, et al. Three-in-one simultaneous extraction of proteins, metabolites and lipids for multi-omics. Front Genet. 2021;12:635971.3393616710.3389/fgene.2021.635971PMC8082496

[35] Salem M, Bernach M, Bajdzienko K, et al. A simple fractionated extraction method for the comprehensive analysis of metabolites, lipids, and proteins from a single sample. J Vis Exp. 2017. DOI:10.3791/55802PMC560817928605387

[36] Nicora CD, Sims AC, Bloodsworth KJ, et al. Metabolite, Protein, and Lipid Extraction (MPLEx): a method that simultaneously inactivates middle east respiratory syndrome coronavirus and allows analysis of multiple host cell components following infection. Methods Mol Biol. 2020;2099:173–194.3188309610.1007/978-1-0716-0211-9_14PMC7121680

[37] Sapcariu SC, Kanashova T, Weindl D, et al. Simultaneous extraction of proteins and metabolites from cells in culture. MethodsX. 2014;1:74–80.2615093810.1016/j.mex.2014.07.002PMC4472845

[38] Cheng ML, Nakib D, Perciani CT, et al. The immune niche of the liver. Clin Sci (Lond). 2021;135:2445–2466.3470940610.1042/CS20190654

[39] Wherry EJ, Blattman JN, Murali-Krishna K, et al. Viral persistence alters CD8 T-cell immunodominance and tissue distribution and results in distinct stages of functional impairment. J Virol. 2003;77:4911–4927.1266379710.1128/JVI.77.8.4911-4927.2003PMC152117

[40] Badovinac VP, Porter BB, Harty JT. Programmed contraction of CD8(+) T cells after infection. Nat Immunol. 2002;3:619–626.1205562410.1038/ni804

[41] Pang Z, Zhou G, Ewald J, et al. Using MetaboAnalyst 5.0 for LC-HRMS spectra processing, multi-omics integration and covariate adjustment of global metabolomics data. Nat Protoc. 2022;17:1735–1761.3571552210.1038/s41596-022-00710-w

[42] Wu T, Hu E, Xu S, et al. clusterProfiler 4.0: a universal enrichment tool for interpreting omics data. Innovation (Camb). 2021;2:100141.3455777810.1016/j.xinn.2021.100141PMC8454663

[43] Lin J, Ren J, Gao DS, et al. The Emerging Application of Itaconate: promising Molecular Targets and Therapeutic Opportunities. Front Chem. 2021;9:669308.3405573910.3389/fchem.2021.669308PMC8149739

[44] Mills EL, Ryan DG, Prag HA, et al. Itaconate is an anti-inflammatory metabolite that activates Nrf2 via alkylation of KEAP1. Nature. 2018;556:113–117.2959009210.1038/nature25986PMC6047741

[45] Amici A, Emanuelli M, Magni G, et al. Pyrimidine nucleotidases from human erythrocyte possess phosphotransferase activities specific for pyrimidine nucleotides. FEBS Lett. 1997;419:263–267.942864710.1016/s0014-5793(97)01464-6

[46] Watanabe S, Uchida T. Cloning and expression of human uridine phosphorylase. Biochem Biophys Res Commun. 1995;216(1):265–272.748809910.1006/bbrc.1995.2619

[47] Baer M, Nilsen TW, Costigan C, et al. Structure and transcription of a human gene for H1 RNA, the RNA component of human RNase P. Nucleic Acids Res. 1990;18:97–103.230883910.1093/nar/18.1.97PMC330208

[48] Chamberlain JR, Lee Y, Lane WS, et al. Purification and characterization of the nuclear RNase P holoenzyme complex reveals extensive subunit overlap with RNase MRP. Genes Dev. 1998;12:1678–1690.962085410.1101/gad.12.11.1678PMC316871

[49] Zhang P, Sun Y, Peng R, et al. Long non-coding RNA Rpph1 promotes inflammation and proliferation of mesangial cells in diabetic nephropathy via an interaction with Gal-3. Cell Death Dis. 2019;10:526.3128542710.1038/s41419-019-1765-0PMC6614467

# Supplementary material for: Prior metabolite extraction fully preserves RNAseq quality and enables integrative multi-‘omics analysis of the liver metabolic response to viral infection
**Source:** RNA Biol. 2023 Apr 24;20(1):186–97. doi: 10.1080/15476286.2023.2204586
**Supplement:** Supplemental Material

**Supplementary Materials for:**

Prior metabolite extraction fully preserves RNAseq quality and enables integrative multi-‘omics analysis of the liver metabolic response to viral infection

**Authors:**

Zachary B Madaj^1,5^, Michael S. Dahabieh^2^, Vijayvardhan Kamalumpundi^4,5^, Brejnev Muhire^2^, Dean J. Pettinga^1,5^, Rebecca A. Siwicki^3,5^, Abigail E. Ellis^4,5^, Christine Isaguirre^4,5^, Martha L. Escobar Galvis^5^, Lisa DeCamp^2^, Russell G. Jones^2^, Scott A. Givan^1,5^, Marie Adams^3,5^, Ryan D. Sheldon^4,5†^

**Institutional Affiliations:**

^1^Bioinformatics and Biostatistics Core,

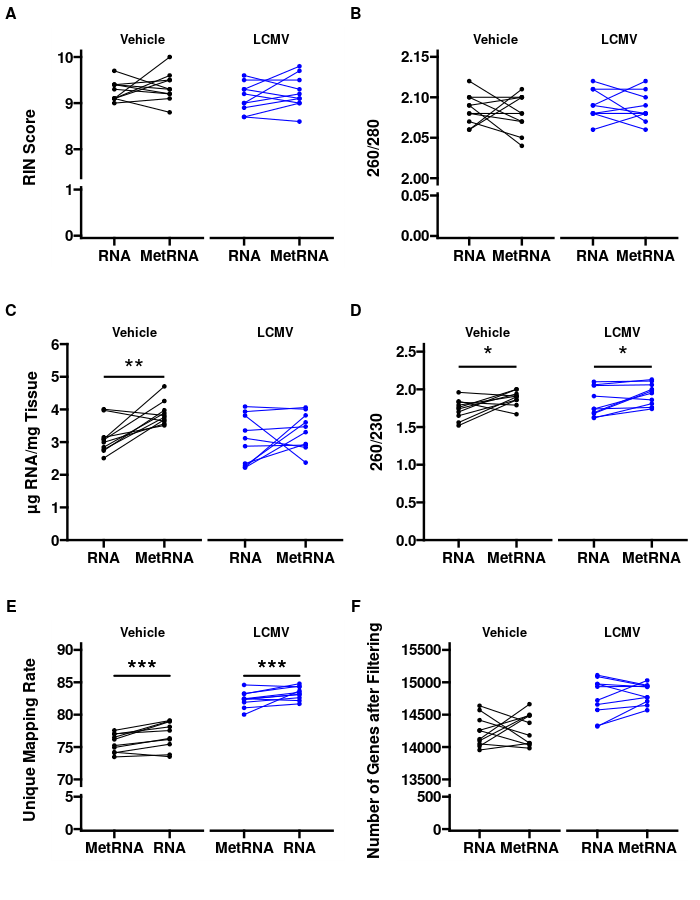

Figure S1. Characterization of the quality and yield of the mRNA after extraction. A-D) RIN score, 260/280, µg RNA/mg tissue, and 260/230 were analyzed via robust linear mixed-effects models with a random intercept for each individual mouse to account for MetRNA and RNA pairs. E) The unique mapping rate was analyzed via a beta mixed-effects model with random intercepts for each mouse pair. F) The number of genes detected after filtering was analyzed using a negative binomial mixed-effects model with a random intercept for each mouse pair. All models included a *treatment x extraction* method interaction in the main effects. ‘*’ p < 0.05, ‘**’ p <0.01, ‘***’ p <0.001.

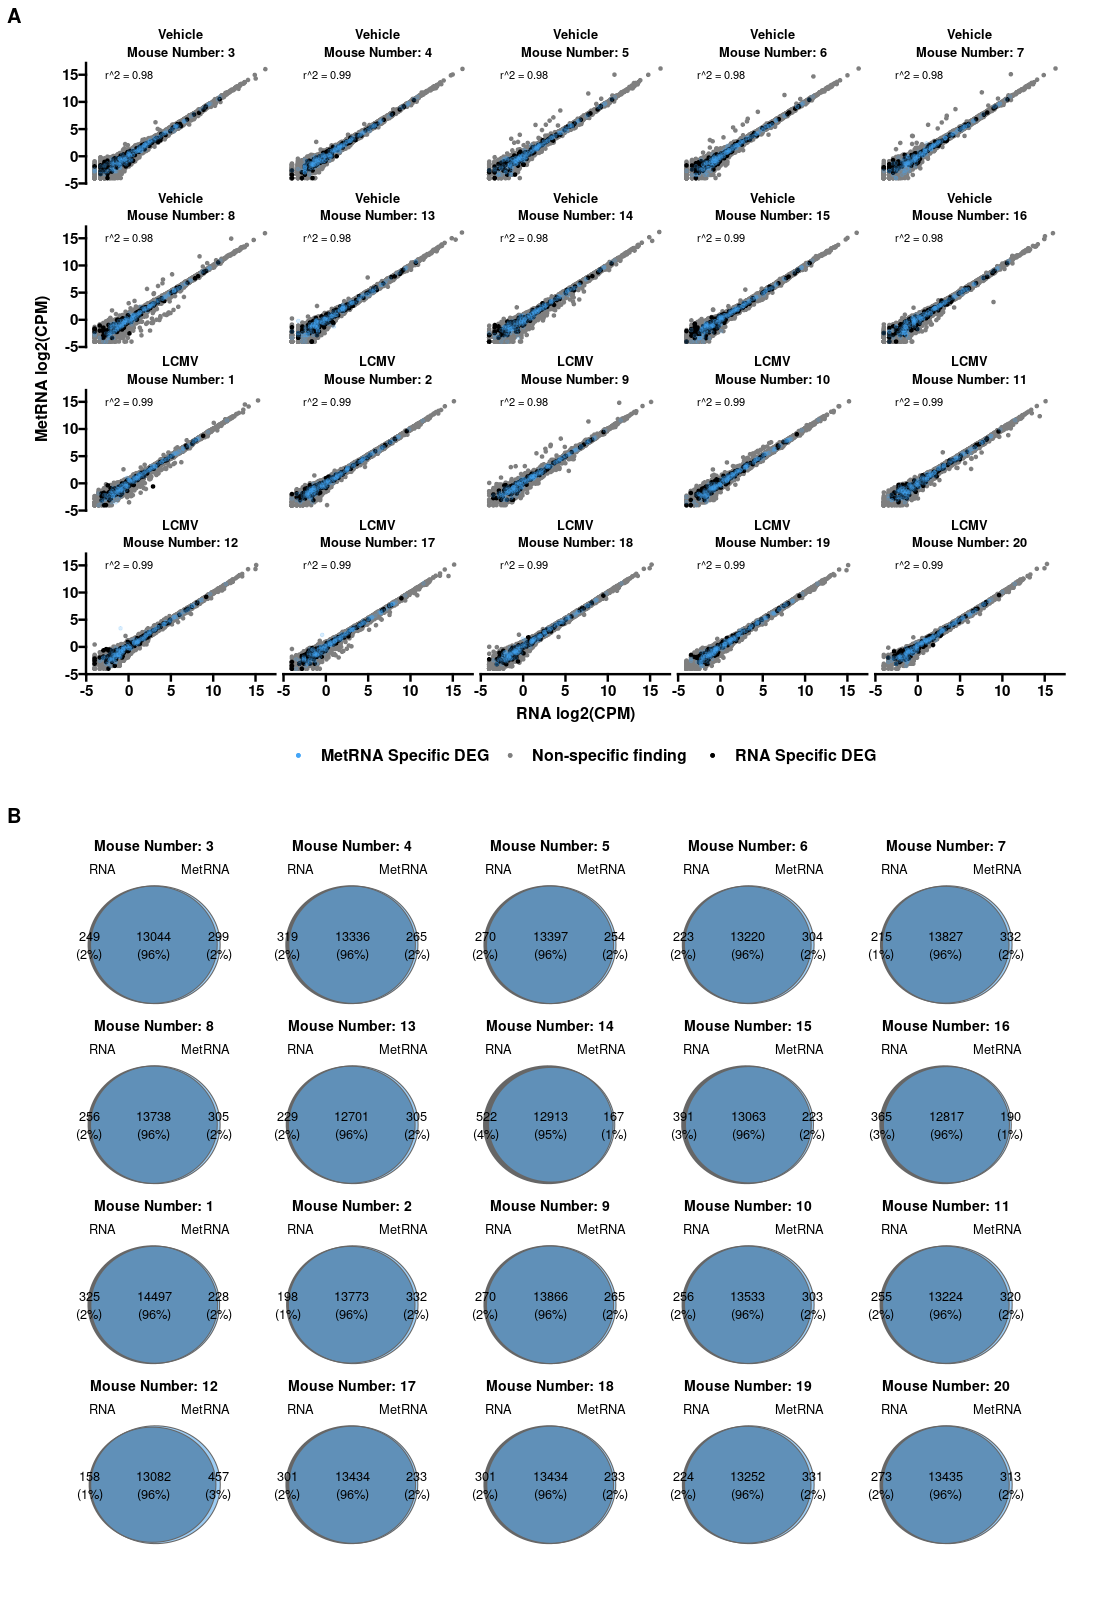

Figure S2. A) Correlating normalized gene expression within each individual animal. *R^2^* :Pearson’s correlation coefficient, squared. B) Overlap in genes detected after filtering low counts (i.e. genes with raw counts >10).

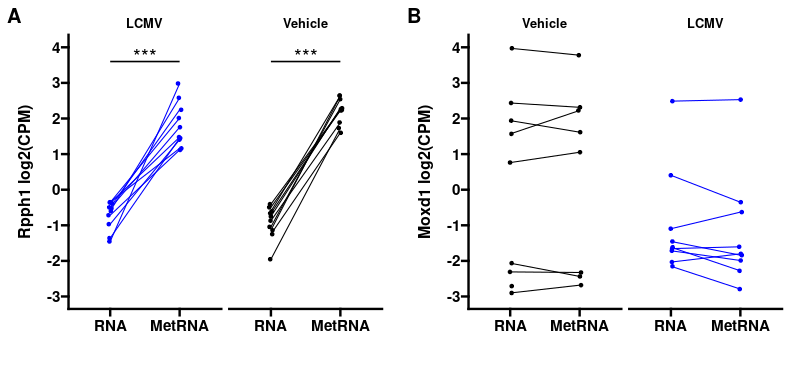

Figure S3. Plots of log2 normalized Rpph1 and Moxd1 counts, the top two contributors to PC6.- ‘*’ FDR p < 0.05, ‘**’ FDR p <0.01, ‘***’ FDR p <0.001. Genes were analyzed via edgeR using the workflow described in the methods section.

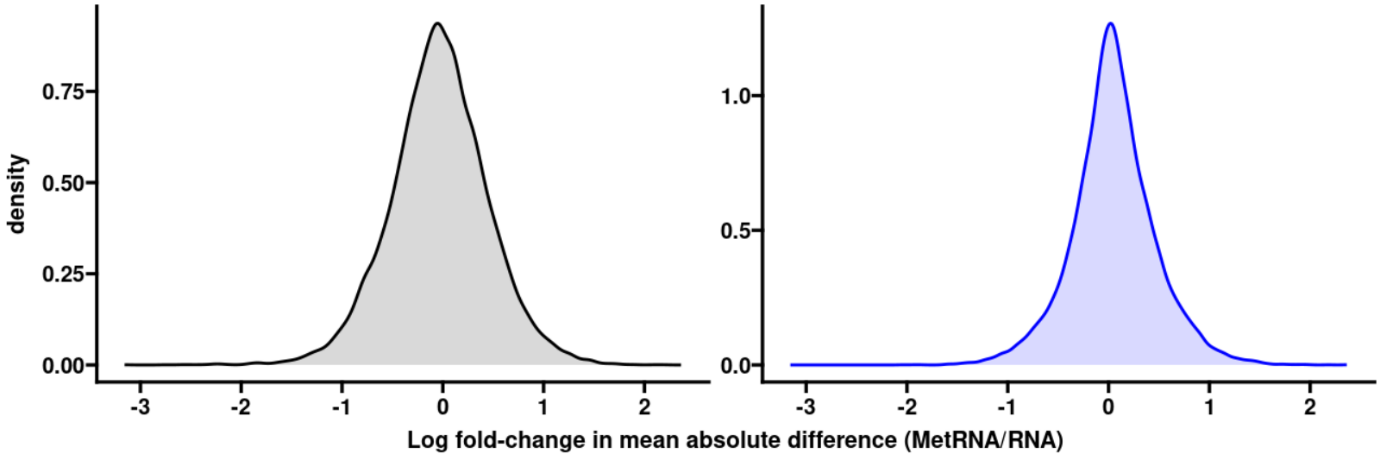

Figure S4. Density of log2 fold-change in the mean absolute difference of each gene between MetRNA and RNA. log2(mean absolute difference MetRNA/ mean absolute difference RNA)

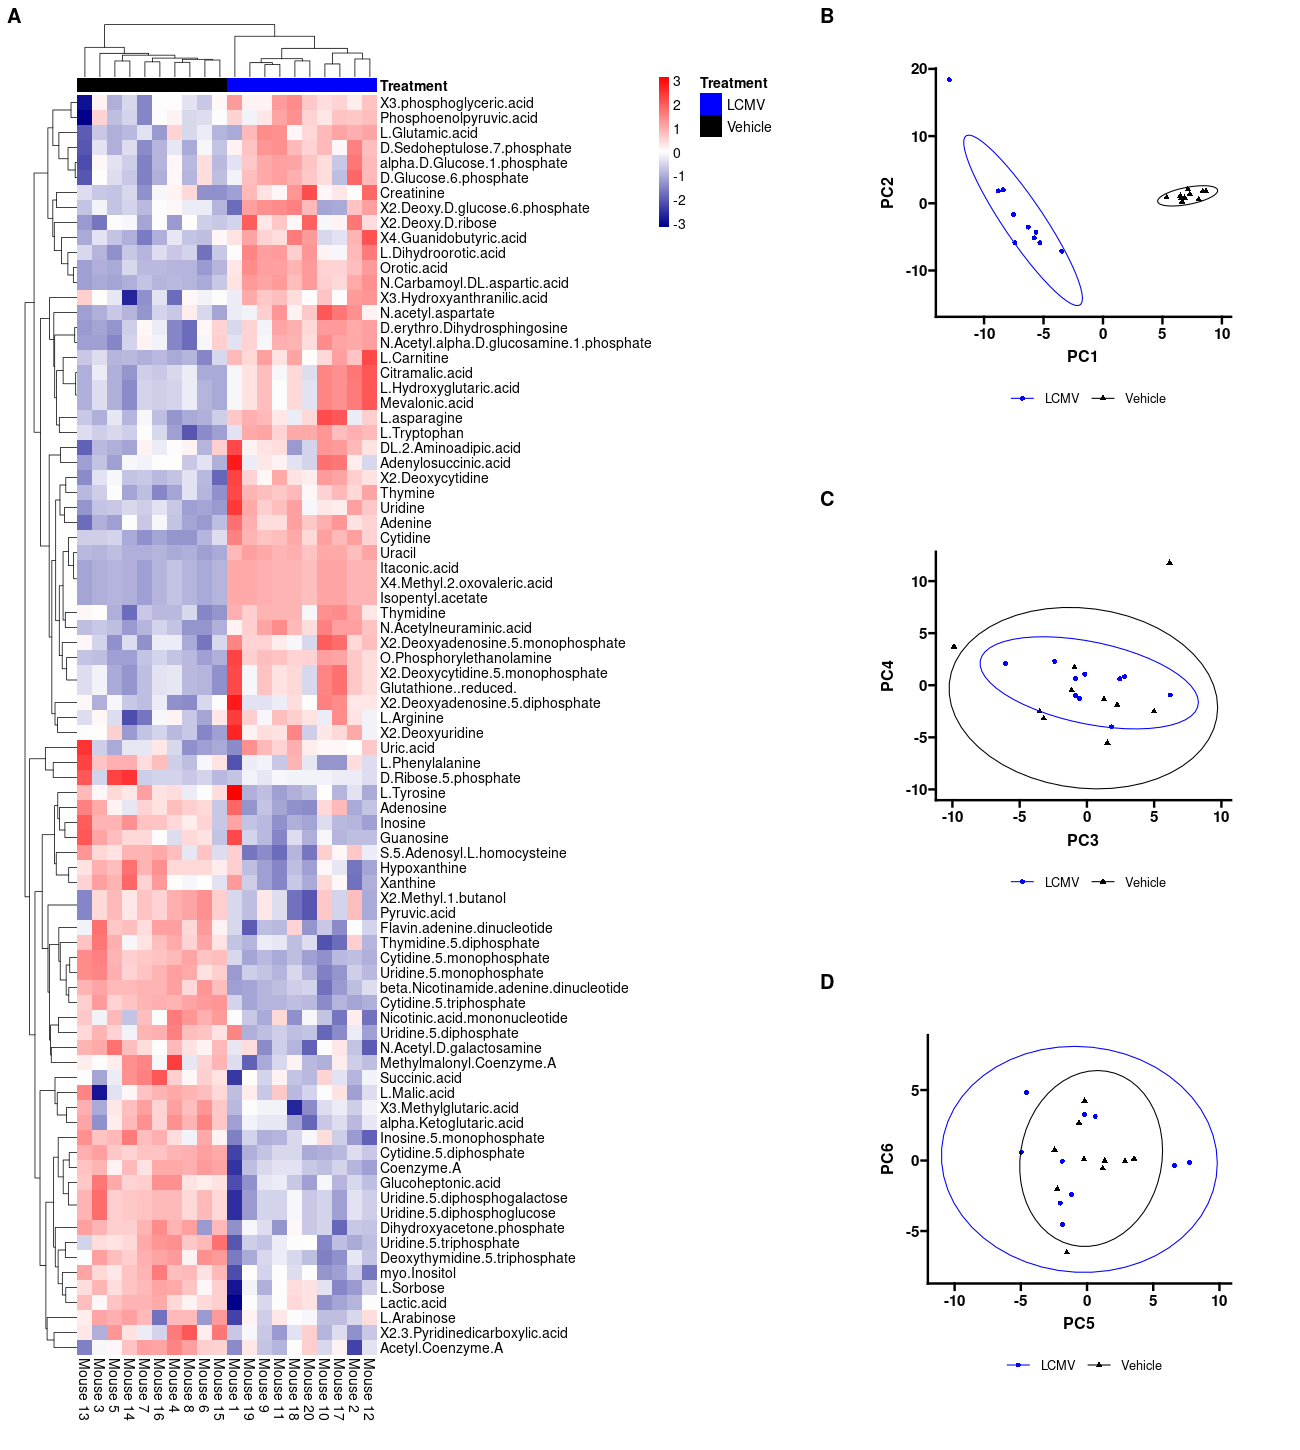
Figure S5. Liver metabolomics analysis. Differentially abundant metabolites show strong clustering by group (LCMV vs Veh) in both a heatmap and the first 6 principal components plotted in pairs.

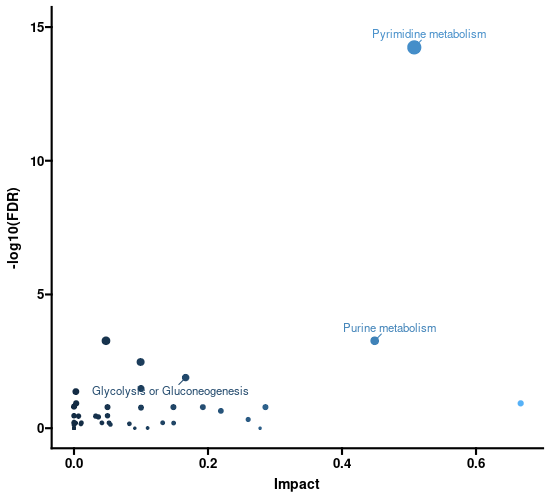

|  | **Total** | **Expected** | **Hits** | **FDR** | **Impact** |
| --- | --- | --- | --- | --- | --- |
| Pyrimidine metabolism | 39 | 1.8 | 19 | <0.0001 | 0.51 |
| Purine metabolism | 66 | 3.0 | 12 | 0.0005 | 0.45 |
| Glycolysis or Gluconeogenesis | 26 | 1.2 | 6 | 0.013 | 0.17 |
| Pyruvate metabolism | 22 | 1.0 | 5 | 0.033 | 0.1 |
| Citrate cycle (TCA cycle) | 20 | 0.90 | 6 | 0.003 | 0.1 |

Figure S6. Metabolite-only pathway analysis.

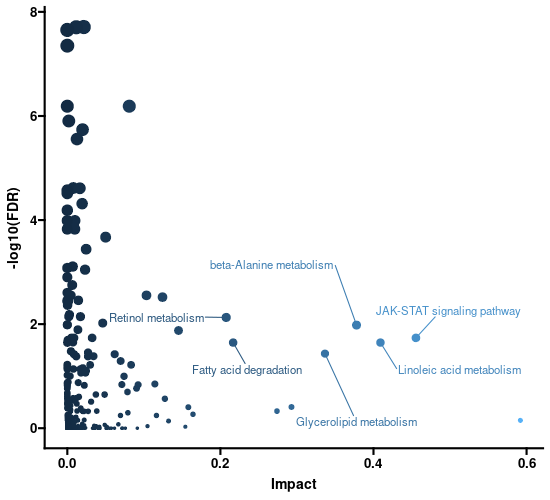

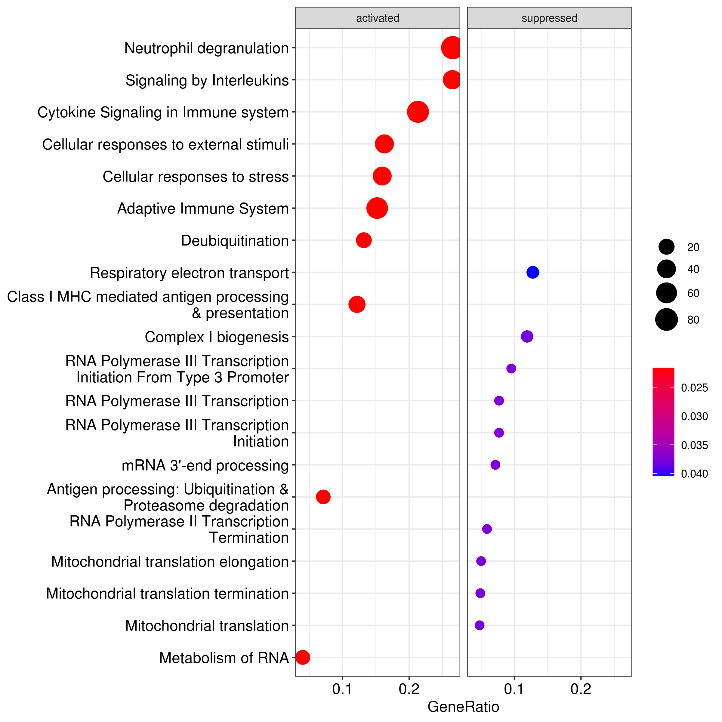

|  | **Total** | **Expected** | **Hits** | **FDR** | **Impact** |
| --- | --- | --- | --- | --- | --- |
| JAK-STAT signaling pathway | 165 | 14.6 | 26 | 0.02 | 0.46 |
| Linoleic acid metabolism | 50 | 4.4 | 11 | 0.02 | 0.41 |
| beta-Alanine metabolism | 32 | 2.8 | 9 | 0.01 | 0.38 |
| Glycerolipid metabolism | 61 | 5.4 | 12 | 0.04 | 0.34 |
| Fatty acid degradation | 50 | 4.4 | 11 | 0.02 | 0.22 |

Figure S7. Gene-only pathway analysis and pathway enrichment from clusterProfiler.

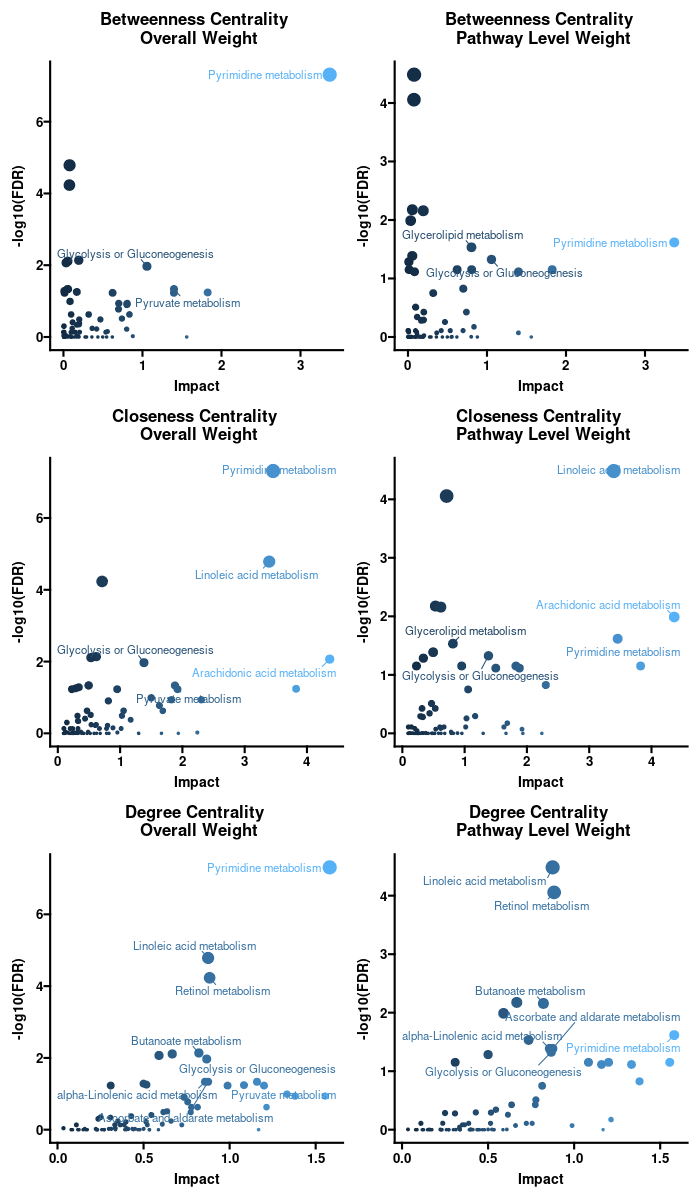

Figure S8. Joint metabolic and transcriptomic enrichment analysis under other degree centralities and weighting methods.

How the deposited data were processed for this re-analysis (not part of the article)

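The data are RNA sequencing counts from livers of 20 mice, with an RNA and a MetRNA library from each mouse. The treatment, the extraction method and the mouse of each library were taken from the labels of the deposited samples, and the mouse number joins the 2 libraries of a liver. The pairing was checked in the counts. After the mean of the group was removed from log2 CPM, the deviations of the RNA and MetRNA libraries of a mouse correlated across genes with r between 0.394 and 0.769 (median 0.570). The authors trimmed reads with Trim_Galore, aligned them to GRCm38 with STAR and deposited raw counts per gene, which are whole numbers without normalization or logarithm. The unit of every column is the count, and log2 values were made here. Libraries held 25380081 to 39489827 counts on genes, and genes with a few counts per library were measured with little precision. The program that counted, the annotation release, the strand setting and the handling of reads that map to several places are not given in the sources used here. Of 50600 identifiers, 50376 matched a gene of the mouse annotation for GRCm38, and the 224 others held 0.0139% of the counts.

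Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Libraries were scaled with TMM, genes were kept with filterByExpr over the 4 groups, and log2 CPM used a prior count of 2. The 4 pairwise comparisons used glmQLFit and glmQLFTest on 20 libraries each, and the delta-delta contrast used all 40 libraries. P values were adjusted with the Benjamini-Hochberg method, and genes with an FDR under 0.05 were called. The mouse as a block, which makes the MetRNA against RNA and delta-delta fits paired, was an alternative. Differences between single values were tested with two-sided permutation tests of 100000 resamples between treatments and, over pairs, with sign-flip permutation tests, exact where 10 pairs were compared. Gene lists were tested with limma's camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation.

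The tests, the samples of each fit, the gene lists from general knowledge and from the paper's text and figures, and the alternatives were set before the data were examined, except the lists of genes of macrophages, endothelium, stellate cells, lymphocytes and hepatocytes, and the alternatives said to have been added later. The rule for the genes named in the text was set then as well. It names every gene that the paper names or labels in Figures 1 to 3, whose direction there had been seen. It also names the 5 highest and the 5 lowest log2 fold changes among genes called between LCMV and Veh in both methods with no overlap between treatments. From the paired fits it names the 10 largest changes among genes called in both treatments and changed the same way in all 20 pairs. From the MetRNA against RNA fits without the block it names the 3 smallest FDR values among genes called in 1 treatment only. Members are named for some lists only, where the list is reported. The alternatives were DESeq2's size factors, RLE factors, no factors, no filter on low counts, a count over 10 in every library, robust estimation, glmTreat, limma voom, a 4-group fit, covariates for pancreatic and muscle genes and, for other measures, other prior counts, thresholds and gene sets.

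The fits were tested on simulated data in which 200 of 15535 genes were changed. The changed genes had a mean CPM over 1, and their log2 fold changes were at least 1 in size. Between LCMV and Veh in RNA, edgeR recovered 98.0% of them with 5.31% false calls, DESeq2 97.5% with 9.30% and limma voom 97.5% with 2.98%. Between MetRNA and RNA in Veh, edgeR recovered 99.0% with 0% false calls without the block and 100% with 6.98% with it. For the delta-delta contrast, it recovered 97.5% without the block and 99.0% with it. The recovery of smaller changes was not tested. Of the genes called between MetRNA and RNA in both treatments with the block, 97.0% had a mean log2 fold change under 0.5 in size. Where a trend with transcript length was added, 44.9% of 361 blocked calls were false, and 2.45% with length offsets. Mapping rates, RNA yields and plasma metabolites were left out, since they need reads or measurements outside the counts, and so were pathway databases. The copy of the liver metabolite sheet that was read lacked 188 columns, so only metabolites in its first 48 columns were used.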

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

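Dixon's test and the paired fits were set in advance. The tests of explanations in this part, which are those of the trend with transcript length, the exchanged labels in the paired fits, the offsets and the use of the scaling as a test, were chosen only after the result was seen, though the fit without factors was itself set in advance.

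In 3 of 98 groups of 10 libraries or pairs, 1 lay far from the others by Dixon's test, which chance gives in about 5% of groups, or about 1 in 20. The LCMV MetRNA library of mouse 18 held 39489827 counts, where the 9 others held 29833682 to 34079547. Rn7sk had a log2 CPM of 0.20 in the LCMV RNA library of mouse 9 and 1.66 to 2.34 in the others. The slope of the MetRNA over RNA change with transcript length was -0.0161 in LCMV mouse 1 and -0.0778 to -0.0450 in the other LCMV mice. The number of such groups is no more than chance gives. Mouse 9 is 1 of 5 mice whose RNA library was low in Rn7sk, which are taken up among the other observations. No biological or technical explanation was tested for the other 2 values.

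The paper does not analyse the change between MetRNA and RNA by transcript length. Among 11298 genes with a log2 CPM over 1, the log2 ratio of MetRNA to RNA changed per doubling of the transcript length by -0.0449 ± 0.0103 (SD, n = 10 pairs) in Veh and -0.0514 ± 0.0160 in LCMV. The slope was negative in 20 of 20 pairs (two-sided exact sign-flip permutation test within each treatment, p = 0.00195, the smallest that 10 pairs can give), and did not differ between treatments (permutation p = 0.302). The log2 ratio of the 591 genes with the longest transcripts had a median of -0.11 in Veh and -0.13 in LCMV, averaged over pairs. Between libraries of different mice the mean size of the slope was 0.0336.

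The tables argue against several explanations for the slope. A difference in depth would turn the slope with the deeper library, but it was negative in 9 of the 9 pairs with the shallower MetRNA library. With a term for GC content the mean slope was -0.0522. Differences between pieces of one liver have no fixed sign, and the exact p above is 0.00195. Another share of cell types would leave no trend within a cell type, but among 20 listed hepatocyte genes rho with length was -0.562 in Veh, across genes. For the macrophage, endothelium and stellate cell lists it was -0.554, -0.759 and -0.556 in Veh. The lymphocyte list went the other way (0.384 in Veh and 0.105 in LCMV), with genes near the floor at a mean log2 CPM of -0.82. A response to LCMV would be missing from Veh, where 10 of 10 slopes were negative. An effect of the added extraction on the integrity or recovery of long RNA may be the cause and stays open, since the counts alone do not separate it from library batches, which are not given in the sources used here.

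In the paired fits, 606 genes were called between MetRNA and RNA in both treatments and changed the same way in all 20 pairs, 112 higher and 494 lower in MetRNA. With the extraction labels exchanged within mice, 1 of 100 labellings in Veh and 1 of 100 in LCMV, the real one in each case, gave as many calls in the paired fit of that treatment (3312 and 3868, where the highest other counts were 398 and 240), so chance is excluded for these totals; the genes shared by both treatments were not counted under other labels. With offsets for length and GC content, 1656 genes were called in both treatments, 1162 of them also called without offsets, so the trend is not the whole cause. An effect of the extraction and a difference in cell types stay open, and the latter is taken up among the other observations.

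The MetRNA to RNA change differed between LCMV and Veh in 12 genes of the paired delta-delta fit, at FDR values of 0.0488 to 0.0493 (edgeR's quasi-likelihood test, Benjamini-Hochberg), close to the threshold. Without the block edgeR called 0 (330 genes with an unadjusted p under 0.05), DESeq2 1 and limma voom 0. With the treatment labels of the mice exchanged, 2 of 70 splits, the real one included, gave as many calls in the paired fit, a share under 0.05, but the other of them gave 40 calls, more than the real one. The share of splits argues against chance, but the size of the count does not. Since the test was chosen after the result was seen, chance is not excluded. With offsets for length and GC content, 54 genes were called, all 12 among them, which argues against that trend as the cause. Without normalization factors edgeR called 0 genes in the paired fit (smallest FDR 0.0509, 1371 genes with an unadjusted p under 0.05), and DESeq2 with the block called 61. Chance, an effect of normalization and a response to LCMV cannot be told apart here, since the values lie so near the threshold. Mup22, one of the genes, belongs to a multigene family and is uncertain.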

How the results depend on the processing

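The fits with length or GC offsets, the robust 4-group fit with glmTreat and the restriction of single-method genes to kept genes were chosen after the data were seen; the other alternatives were not. Of the values of named genes under the alternatives, 276 of 335 kept their direction and side of the threshold for LCMV against Veh in MetRNA, 210 of 273 for MetRNA against RNA in Veh and 214 of 274 in LCMV. Among the values of the comparisons, 218 of 321 did, 9 fell out of the threshold, 14 passed it and 80 moved by more than their spread (counts, by more than 1.5 times). Except where the alternative itself gives the cause, such as a stricter threshold or fewer genes, the cause was not tested.

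Between LCMV and Veh, 4093 genes were called in RNA and 4120 in MetRNA with glmTreat against a fold change of 1.5, 3003 and 3024 with an absolute log2 fold change over 1, and 1999 and 2008 with glmTreat against a log2 fold change of 1. The 4-group fit with glmTreat called 2012 and 2013, and its robust form 2013 and 2004. The genes called in both methods numbered 1837 (84.7%) with glmTreat, 1853 (85.3%) with the 4-group fit and 1848 (85.2%) with its robust form. Without a filter the share was 77.1% and the R2 of fold changes 0.585; with a count over 10 in every library they were 89.2% and 0.987.

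Between MetRNA and RNA, each form of glmTreat, with or without the block, called 1 gene in Veh and 1 in LCMV, and an absolute log2 fold change over 1 left 11 and 6. In LCMV, DESeq2 called 741 genes and the fit without a filter 276. The paired fits with the mouse as a block called 3312 genes in Veh and 3868 in LCMV. The block called 2589 and 3107 with DESeq2, 3583 and 4281 without factors, 2656 and 2629 with length offsets, and 2916 and 3166 with length and GC offsets. For the delta-delta contrast, where the fit without a block called 0 with edgeR and 330 genes had an unadjusted p under 0.05, DESeq2 called 1, limma voom 0, the block 12, the block with DESeq2 61 and the block with length and GC offsets 54.

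The share of PC1 was 61.3% with a prior count of 0.5, 68.1% with 5, 67.3% without factors, 50.0% with scaled genes, 68.8% with the 500 most variable genes and 70.04% without the pancreatic and muscle lists. With scaled genes PC5 and PC6 held 2.74% and 2.20%. With the 500 most variable genes PC2 to PC6 held 15.2%, 9.45%, 1.85%, 0.687% and 0.376%. Without the pancreatic and muscle lists PC2 to PC4 held 5.09%, 3.23% and 2.01%.

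With each library thinned to the total count of the smallest, MetRNA held 113.2 more genes than RNA in Veh and 81.2 more in LCMV. The overlap within a mouse was 99.6% from the first read, 98.0% at a count of at least 5 and 93.8% over all genes of the table. Genes seen in a single method numbered 1476 at a count of at least 5 and 0 among kept genes. The R2 within a mouse was 0.980 with a prior count of 0.5, 0.989 with 5, 0.990 by rank and 0.989 for genes with a mean CPM over 1. The R2 of the mean absolute difference was 0.901 in Veh and 0.955 in LCMV for genes with a mean CPM over 1, and 0.839 in Veh and 0.973 in LCMV without the logarithm, where the skewness in Veh was -0.0204.

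Of the genes of pyrimidine metabolism, 5 were called lower without factors, and 5 higher and 3 lower with glmTreat. Without factors, where the median of all genes lay 0.29 higher in LCMV, the log2 fold change was 0.0208 for Nme1, 0.16 for Nt5c2, 0.12 for Nt5e and 0.24 for Cad, each negative with TMM, where Nme1 alone was called; Cad was at 0.000178 without a filter. Under fry, lists that camera did not call passed, with an FDR of 9.83e-12 for the genes named in the paper's text, 0.0207 for those labelled on PC5 and PC6, 2.8e-12 for the Figure 3C genes, 3.23e-05 for nucleoside diphosphate kinases, 2.37e-12 for 5'-nucleotidases, 2.43e-08 for pyrimidine synthesis, 0.000264 for short noncoding RNAs, 0.000143 for rRNA-derived genes, 2.68e-05 for linoleic acid, 0.0137 for the mitochondrial ribosome, 5.45e-05 for starch and sucrose and 0.00127 for sex genes. With an estimated correlation the lists that camera called had an FDR of 0.296 (volcano plot labels, nucleobase catabolism, interferon, beta-alanine and infection) or 0.338 (neutrophil granules, complex I and ketone bodies), and short noncoding RNAs in LCMV had 0.197 between MetRNA and RNA. Depth limits genes of a few counts, such as those seen in a single method.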

Differences from the paper's values

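The paper states more than 1800 differentially expressed genes between LCMV and Veh, where 11431 were called in RNA and 11409 in MetRNA. The paper's number of genes shared by both methods is 1848, against 10612 here. The paper's numbers for a single method are 321 in all, 165 in RNA and 156 in MetRNA, against 1616, 819 and 797, and the paper's number for at least 1 method is 2169, against 12228. Of the alternatives set before the data were examined, glmTreat against a log2 fold change of 1 (1837 shared, 333 in a single method) and the 4-group fit with it (1853 and 319) fall within 1.5 times each of the paper's counts. An absolute log2 fold change over 1 does so only for the shared genes (2757) and those in RNA alone (246), and the other alternatives do not. The robust 4-group fit with glmTreat, chosen after the values were seen, gives the paper's counts of 1848, 165 and 156 and drops 0 of the 17 genes labelled in the volcano plots and 0 of the 8 of Figure 3C, the called genes of the paper that could be compared.

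The paper states a skewness of about 0.1 for the change in dispersion in both treatments, and the value in Veh was -0.116, of the opposite sign. No alternative set before the data were examined turned the sign, with values from -0.136 to -0.0204. The paper's average depth is 50 M reads per sample, and the mean total in the table was 31.9 M counts on genes per library; reads and counts on genes are different quantities, and no alternative applied.

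The paper states that Rpph1 alone differed by extraction method. Here 1078 genes were called in Veh and 460 in LCMV, and each form of glmTreat called 1 in each treatment, Rpph1. It states that no gene was specific to an extraction method, where 3807 genes of the whole table, all of few counts, and 0 of the kept genes had counts in a single method. It puts the components from PC7 on below a stated share that PC7 (1.11%) and PC8 (1.00%) exceeded here.

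Of the kept genes for the interconverting enzymes 2.7.4.6, 2.7.4.14 and 2.4.2.3, which the paper describes as unchanged or increased, Nme4, Cmpk2, Upp1 and Upp2 were called higher in LCMV MetRNA. Nme1 (log2 fold change -0.25), Nme6 (-0.31), Nme7 (-0.74) and Cmpk1 (-0.30) were called lower. Without TMM factors Nme7 alone of these was called lower, and Nme1 (0.0208), Nme6 (-0.0436) and Cmpk1 (-0.0314) were not called. These calls use the FDR alone. With glmTreat against a log2 fold change of 1, which gave counts near the paper's, none of Nme1, Nme6, Nme7 and Cmpk1 was called. The unlike threshold may therefore account for this difference. Figure 3C shows Ctps2 and Pnp2 lower and Dpyd and Dpys higher in LCMV, whereas the log2 fold changes were 1.50, 2.75, -1.80 and -1.98; for Dpyd and Dpys the paper's text gives the same direction as the values here. Figure S2B prints the same numbers of genes for mice 17 and 18, where 14302 and 14351 genes were over 10 counts in both libraries.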

Other observations

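The tests of the cell type lists, of the removal of the length trend and of the RNA libraries low in Rn7sk were chosen only after the result was seen; the other tests in this part were set in advance.

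Other splits of the mice were fitted in the same way. In 100 splits of the mice into groups of 10, 1 in RNA and 1 in MetRNA, the real one in each case, gave as many calls between treatments. The highest other counts were 6159 and 5847. With the extraction labels exchanged within mice, 1 of 100 labellings in Veh and 1 of 100 in LCMV, again the real one, gave as many calls, so chance is excluded for these 4 counts. For the delta-delta contrast without a block all 100 of 100 splits gave as many calls, since the real one gave 0. The R2 of fold changes between methods was 0.968. Splits that mix the treatments equally gave a median of 0.339, and different mice for the 2 methods gave 0.887, so sharing the same mice is not the whole of it.

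Genes of the exocrine pancreas varied together between mice, and so did genes of skeletal muscle. Between the RNA and MetRNA libraries of a mouse, the score of 24 pancreatic genes correlated with r = 0.960 (permutation p = 9e-05, adjusted 9e-05 over 4 relations), rho = 0.903 (permutation p = 0.000790) and r = 0.944 without the 2 farthest mice in Veh, and with r = 0.961 (permutation p = 3e-05, adjusted 4e-05 over 4 relations), rho = 0.976 (permutation p = 4e-05) and r = 0.936 without the 2 farthest mice in LCMV. For 20 muscle genes the values were r = 0.955 (permutation p = 2e-05, adjusted 4e-05 over 4 relations), rho = 0.879 (permutation p = 0.00150) and r = 0.929 without the 2 farthest mice in Veh, and r = 0.987 (permutation p = 1e-05, adjusted 4e-05 over 4 relations), rho = 1.00 (permutation p = 1e-05) and r = 0.991 without the 2 farthest mice in LCMV, where 1e-05 is the smallest p that 100000 resamples can give. Both libraries of a mouse come from the same powder, so pancreatic and muscle tissue attached to the liver sample may be the source. Not all values go with it. The lowest r of a member was 0.912 in Veh and 0.893 in LCMV for pancreatic genes. For muscle genes it was 0.246 and 0.318, with 90% of them over 0.5 in each treatment. The pancreatic score also differed between the libraries of a powder, by -3.26 in mouse 8 and -2.02 in mouse 17 (MetRNA minus RNA). Neither score differed between treatments (two-sided permutation p = 0.53 and 0.584). No biological explanation was tested.

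Of the liver metabolites in the columns read, the log2 peak area of uracil was higher in LCMV by 4.56 (two-sided permutation p = 3e-05), cytidine by 1.32 (p = 3e-05 in the same permutation test), 2-deoxycytidine by 1.21 (permutation p = 3e-05) and creatine by 0.67 (permutation p = 0.0104). Of 10 correlations with transcripts within a treatment, none passed adjustment by Pearson's r. Creatine followed the muscle score with r = 0.815 (permutation p = 0.00826, adjusted 0.0826 over 10 relations), rho = 0.830 (permutation p = 0.00483, adjusted 0.0483) and r = 0.747 without the 2 farthest mice in Veh, and with r = 0.667 (permutation p = 0.0402, adjusted 0.147 over 10 relations), rho = 0.685 (permutation p = 0.0351, adjusted 0.176) and r = 0.506 without the 2 farthest mice in LCMV. By rank the relation in Veh passed adjustment with the MetRNA libraries, but not with the RNA libraries in their place (rho = 0.612, adjusted permutation p = 0.169) or without the 2 farthest mice (rho = 0.690, adjusted permutation p = 0.231). Whether attached muscle is a source of the creatine could not be decided with 10 mice per treatment. The other correlations were of uracil with Upp1, Nt5c3, Dpyd and Dpys. The largest was that with Dpys in LCMV, with r = -0.647 (permutation p = 0.0441, adjusted 0.147 over 10 relations), rho = -0.624 (permutation p = 0.0613, adjusted 0.204) and r = -0.749 without the 2 farthest mice.

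Better recovery of short RNAs held in protein complexes was tested as an explanation for Rpph1. Without Rpph1 the list of short noncoding RNAs was higher in MetRNA by 0.71 in Veh (9 of 10 pairs higher, exact sign-flip test, adjusted p = 0.0104 over 8 lists in 2 treatments) and by 0.31 in LCMV (8 of 10 pairs higher, adjusted exact p = 0.0660). The result in LCMV did not pass, and after the length trend was removed it did (8 of 10 pairs higher, adjusted exact p = 0.0406), so the explanation may hold but is not settled by 6 genes of low counts. Much of the difference in Veh lay in mice 5 to 8, whose RNA libraries were low in these RNAs. It was 1.30 in these 4 mice and 0.33 in the 6 others (5 of 6 pairs higher, two-sided exact p = 0.0625). Without mouse 9 the difference in LCMV was 0.26 (7 of 9 pairs higher, exact p = 0.0742). Over the 15 mice of both treatments outside mice 5 to 9 it was 0.29 (12 of 15 pairs higher, two-sided sign-flip permutation p = 0.00688). For Rpph1 itself the values were 3.18 in mice 5 to 8 and 3.09 in the other Veh mice, and 4.44 in mouse 9 and 2.33 in the other LCMV mice, higher in all 20 pairs. The list of nuclear rRNA-derived genes did not pass (adjusted exact p = 0.16 in Veh and 0.915 in LCMV), nor did replication histones (0.779 and 0.915), of which 3 genes each were kept.

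In the RNA libraries of 5 mice with consecutive numbers, 5 to 9, Rn7sk lay at no more than 1.57 CPM, where the 15 others had at least 3.09, and rRNA-derived genes were low as well. In Veh, Gm42418 had a log2 CPM of 10.8 to 12.1 in the RNA libraries of mice 5 to 8 and 15.0 to 15.3 in the other 6 (two-sided permutation p = 0.00458). The tables argue against library size, since 7 of the other 15 RNA libraries had a total count within the range of these 5. They argue against a property of the mice, since Gm42418 differed by 0.0904 between the MetRNA libraries of the same Veh mice (permutation p = 0.680), and against a response to LCMV, since 4 of these mice are Veh mice. A difference in the preparation of these libraries stays open and was not tested, as the labels give no batches.

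With the length and GC trend of each mouse removed, listed genes of other cell types were mostly higher in MetRNA. In LCMV the mean log2 change was 0.113 (10 of 10 pairs higher, adjusted p = 0.00625) for macrophages, 0.0755 (10 of 10 pairs higher, adjusted p = 0.00625) for endothelium, 0.0840 (9 of 10 pairs higher, adjusted p = 0.00893) for stellate cells, 0.239 (10 of 10 pairs higher, adjusted p = 0.00625) for lymphocytes and -0.0473 (0 of 10 pairs higher, adjusted p = 0.00625) for hepatocytes, in exact sign-flip tests of 19 or 20 genes per list. In Veh the exact tests gave 0.0956 (8 of 10 pairs higher, adjusted p = 0.0208), 0.0267 (7 of 10 pairs higher, adjusted p = 0.141), 0.0649 (8 of 10 pairs higher, adjusted p = 0.156), 0.354 (8 of 10 pairs higher, adjusted p = 0.0156) and -0.0691 (0 of 10 pairs higher, adjusted p = 0.00625) in the same order. Before the trend was removed, in the same order and with adjusted exact p values, the lists changed by 0.16 (p = 0.0104), 0.0555 (p = 0.0352), 0.0669 (p = 0.0352), 0.29 (p = 0.0104) and -0.00474 (p = 0.779) in LCMV and by 0.12 (p = 0.0104), -0.000933 (p = 0.957), 0.0426 (p = 0.474), 0.39 (p = 0.0104) and -0.0415 (p = 0.0104) in Veh, so the lower hepatocyte list in LCMV appeared only with the trend removed. The most abundant macrophage genes went both ways, with -0.10 for Mpeg1 and 0.18 for Ctss in LCMV before the removal, and Alb changed by -0.04.

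A lower share of hepatocyte RNA in the MetRNA library would raise the other cell types alike. Before the trend with length was removed, the macrophage list exceeded the endothelium list by 0.10 (9 of 10 pairs, exact p = 0.00781, adjusted 0.0156) in LCMV and by 0.12 (10 of 10 pairs, exact p = 0.00195, adjusted 0.00781) in Veh, which passed adjustment. With the trend removed, it did so by 0.04 (7 of 10 pairs, exact p = 0.107, adjusted 0.161) in LCMV and by 0.07 (7 of 10 pairs, exact p = 0.0293, adjusted 0.0502) in Veh, which did not pass. The lymphocyte list exceeded it by 0.16 (10 of 10 pairs, exact p = 0.00195, adjusted 0.00781) in LCMV and by 0.33 (9 of 10 pairs, exact p = 0.00586, adjusted 0.0141) in Veh, where an exact p of 0.00195 is the smallest that 10 pairs can give, but its genes lie near the floor, at a mean log2 CPM of -0.82. An effect of extraction on the recovery from other cell types and a lower share of hepatocyte RNA therefore cannot be told apart, at an exact p of 0.107 between lists of genes with enough counts, since the contrast that passed includes the trend.

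The other gene lists were tested between LCMV and Veh in MetRNA with limma's camera. The list of complex I genes was lower (FDR = 9.24e-09, 33 of 35 genes called lower), and that of infection genes used to check the labels was higher (FDR = 1.86e-06). The genes labelled in the volcano plots of Figure 2 were higher as well (FDR = 0.00800). The study labelled these genes on the same samples, so their test is not independent evidence. Nucleobase catabolism was lower (FDR = 0.0303). That list holds 3 genes, among them Dpyd and Dpys, whose lower expression the paper reported from these samples, so its test is not independent evidence either. The FDR was 0.407 for the mitochondrial ribosome, 0.412 for nucleoside diphosphate kinases, 0.172 for 5'-nucleotidases, 0.435 for pyrimidine synthesis, 0.412 for the Figure 3C genes, 0.306 for the genes named in the paper's text, 0.281 for short noncoding RNAs, 0.172 for rRNA-derived genes, 0.726 for pancreatic genes, 0.474 for muscle genes and 0.446 for sex genes. For the genes labelled in Figure 1 it was 0.742 on PC2, 0.742 on PC3 and PC4 and 0.412 on PC5 and PC6. Between MetRNA and RNA, rRNA-derived genes had an FDR of 0.369 in Veh and 0.16 in LCMV. The mitochondrial share of counts was 8.63% in Veh RNA and 4.59% in LCMV RNA.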
